# The ribosomal protein Asc1/RACK1 is required for efficient translation of short mRNAs

**DOI:** 10.7554/eLife.11154

**Published:** 2016-04-27

**Authors:** Mary K Thompson, Maria F Rojas-Duran, Paritosh Gangaramani, Wendy V Gilbert

**Keywords:** translation, ribosome, Asc1, RACK1, *S. cerevisiae*

## Abstract

Translation is a core cellular process carried out by a highly conserved macromolecular machine, the ribosome. There has been remarkable evolutionary adaptation of this machine through the addition of eukaryote-specific ribosomal proteins whose individual effects on ribosome function are largely unknown. Here we show that eukaryote-specific Asc1/RACK1 is required for efficient translation of mRNAs with short open reading frames that show greater than average translational efficiency in diverse eukaryotes. *ASC1* mutants in *S. cerevisiae* display compromised translation of specific functional groups, including cytoplasmic and mitochondrial ribosomal proteins, and display cellular phenotypes consistent with their gene-specific translation defects. Asc1-sensitive mRNAs are preferentially associated with the translational ‘closed loop’ complex comprised of eIF4E, eIF4G, and Pab1, and depletion of eIF4G mimics the translational defects of *ASC1* mutants. Together our results reveal a role for Asc1/RACK1 in a length-dependent initiation mechanism optimized for efficient translation of genes with important housekeeping functions.

**DOI:** http://dx.doi.org/10.7554/eLife.11154.001

## eLife digest

Ribosomes are structures within cells that are responsible for making proteins. Molecules called messenger RNAs (or mRNAs), which contain genetic information derived from the DNA of a gene, pass through ribosomes that then “translate” that information to build proteins. Although all living cells contain ribosomes, the protein building blocks that make up the structure of the ribosome are not the same in all species. Furthermore, the exact roles that each building block plays during translation are not known.

The ribosomes of plants, animals, and budding yeast contain the same protein, known as Asc1 in budding yeast and RACK1 in plants and animals. Thompson et al. have now explored the role of Asc1 in yeast cells by measuring translation in the absence of Asc1 using a technique called ribosome footprint profiling. This analysis revealed that cells lacking Asc1 translate fewer short mRNA molecules than normal cells. Short mRNAs encode small proteins that tend to play important ‘housekeeping’ roles in the cell — by forming the structural building blocks of ribosomes, for example.

It has been observed previously that short mRNAs are translated at a higher rate than longer mRNAs on average, although the reasons behind this bias are still mysterious. The findings of Thompson et al. suggest that the ribosome itself may discriminate between short and long mRNAs and that the Asc1 protein is involved in calibrating the ribosome’s preference for short mRNAs.

Cells need differing amounts of small proteins in different growth conditions. It will therefore be interesting to investigate whether mRNA length discrimination can be regulated by Asc1 and/or other components of the ribosome to tune gene expression to the environment.

**DOI:** http://dx.doi.org/10.7554/eLife.11154.002

## Introduction

Ribosomes are universal protein-synthesizing machines that are highly conserved in their structure and function throughout all kingdoms of life. However, each domain of life has evolved unique ribosomal proteins that are added to the conserved core. The fundamental tasks of ribosomes — deciphering the genetic code and synthesizing peptide bonds — are the same in all organisms, so the functions of these ‘extra’ ribosomal proteins are intriguing, yet almost entirely unknown.

Eukaryotic ribosomes contain 13 domain-specific proteins that may play roles in translation initiation, which is both more complicated and more highly regulated in eukaryotes than in prokaryotes (Ban et al., 2014; Sonenberg and Hinnebusch, 2009). Recruitment of prokaryotic ribosomes to mRNAs requires only three initiation factors, IF1, 2, and 3, and relies on base-pairing between the RNA of the small ribosomal subunit and the anti-Shine-Delgarno sequence of the mRNA (Boelens and Gualerzi, 2002). In contrast, translation initiation in eukaryotes requires at least 12 initiation factors and proceeds by a complex series of steps beginning with recognition of the mRNA 5′ cap structure, followed by unwinding of mRNA secondary structure, recruitment of the small (40S) ribosomal subunit, scanning, recognition of the initiation codon, and finally, joining of the large (60S) ribosomal subunit to form a functional ribosome (Aitken and Lorsch, 2012). Although the eukaryotic ribosome is generally considered to be a passive player during canonical initiation, several of its proteins have been implicated in mRNA recruitment. For example, RPL38 is required for the translation of the Hox body-patterning genes during embryonic development, allowing spatiotemporal regulation of gene expression through translational control (Kondrashov et al., 2011). Other proteins including RPS25, RPL40, and RACK1 are essential for the translation of viral mRNAs that are recruited to the ribosome via alternative initiation pathways (Cherry et al., 2005; Landry et al., 2009; Lee et al., 2013; Majzoub et al., 2014).

The eukaryote-specific ribosomal protein RACK1 is a WD40-repeat β-propeller protein that binds the solvent-exposed face of the 40S subunit near the mRNA exit channel, in close proximity to proteins that contact the mRNA during translation initiation (Pisarev et al., 2008; Sengupta et al., 2004). In addition to its function as a core ribosomal protein, in mammalian cells, RACK1 has been found in complex with several proteins involved in signal transduction including protein kinase C, Src kinase, and cAMP phosphodiesterase, among many others (Adams et al., 2011). The location of RACK1 on the ribosome together with its interactions with signaling proteins suggests a possible role in conveying stimulus-dependent information to the translation machinery (Nilsson et al., 2004). However, signaling pathways in yeast and human have diverged significantly compared to genes required for ribosomal function (Stuart et al., 2003), suggesting that RACK1 might have another, more conserved function during translation.

Loss of RACK1 causes widespread and pleiotropic defects in many organisms. Deletion of the *RACK1* homolog in budding yeast, *ASC1*, leads to slow growth, loss of invasive growth, loss of cell wall integrity, and decreased 60S subunit levels, among many described effects (Li et al., 2009; Melamed et al., 2010; Valerius et al., 2007; Yoshikawa et al., 2011). In metazoans, RACK1 is required for cell migration, neural tube closure, and control of post-synaptic excitation in the brain (Kiely et al., 2009; Ron et al., 1999; Wehner et al., 2011; Yaka et al., 2002). These cellular functions may explain why homozygous *RACK1* loss-of-function mutations cause early developmental lethality in mouse and flies (Kadrmas et al., 2007; Volta et al., 2013). However, it is not known whether and how the effects of RACK1 on ribosome function contribute to the myriad cellular and organismal phenotypes observed in *RACK1/ASC1* mutants (Gibson, 2012).

Here we have examined the translational functions of Asc1/RACK1 genome-wide by ribosome footprint profiling in yeast *ASC1* mutants. We show that Asc1 is required for the efficient translation of short mRNAs, including those encoding cytoplasmic and mitochondrial ribosomal proteins. This requirement is specific as deletion of other ribosomal proteins does not cause similar translation defects. Using translational reporters we demonstrate that length per se determines translational sensitivity to Asc1, thus confirming a role for Asc1 in the translational privileging of short mRNAs, which is a dominant trend in genome-wide translational efficiency data from diverse eukaryotes. Remarkably, mRNA enrichment with proteins that mediate the formation of a ‘closed loop’ during translation — eIF4E, eIF4G, and Pab1 — is strongly biased towards short mRNAs and predicts Asc1-sensitivity, suggesting a role for Asc1 in closed-loop-dependent ribosome recruitment. Consistent with this prediction, we find that depletion of the central closed loop factor eIF4G mimics the translational effects of mutating *ASC1*. Finally, we show that loss of *ASC1* reduces mitochondrial translation and renders cells unable to use alternative carbon sources that require enhanced mitochondrial function, demonstrating the functional significance of translational perturbation in *ASC1* mutants. Together, our results reveal a role for Asc1 in the enhanced translation of short mRNAs and establish a direct connection between gene-specific effects of Asc1 on translation and defects in cellular physiology. Furthermore, because mitochondria are essential for energy generation and regulation of many cellular networks, our results suggest that the pleiotropic phenotypes associated with the Asc1/RACK1 protein should be re-examined in the context of mitochondrial health.

## Results

### Loss of the Asc1 protein perturbs global translation

The *ASC1* locus encodes two distinct gene products — the Asc1 protein and an intronic small nucleolar RNA, snR24. Because snR24 directs 2′-O-methylation of 25S rRNA at positions C1437, C1449, and C1450, some of the reported phenotypes of *ASC1* null mutants (*asc1Δ*) could be due to effects of deleting *SNR24* on ribosome biogenesis or function. In addition, Asc1/RACK1 may have functions off the ribosome (Baum et al., 2004; Coyle et al., 2009; Warner and McIntosh, 2009). We therefore created an allelic series of yeast mutants with altered Asc1 function to enable direct comparison of cellular and translational effects of Asc1/RACK1 (Figure 1A). We created protein null alleles by mutating a codon early in the *ASC1* ORF to a stop codon (*asc1-M1X* and *asc1-E5X*, where X denotes a stop codon), which abolished Asc1 protein expression but maintained wild type levels of *SNR24* (Figure 1B,C). 

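In the ribosome profiling libraries of these strains, reads on ASC1 (YMR116C) give a check of the strain labels. In WT cells grown in glucose, the 2 footprint (FP) libraries held 30475 and 33792 ASC1 reads and the 2 total RNA libraries held 21129 and 27474. The asc1-M1X FP libraries held 249 and 179 ASC1 reads, a log2 change of -7.47 (SE 0.10, adjusted p = 1.91e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its total RNA libraries held 15435 and 14152 ASC1 reads, a log2 change of -0.76 (SE 0.07, adjusted p = 3e-06 from the same test). In asc1Δ, 165 and 66 FP reads and 61 and 145 total RNA reads were counted on ASC1. In asc1-D109Y, the log2 change of ASC1 total RNA was 0.71 (SE 0.05, adjusted p = 5.99e-05 from the same test), and in asc1-DE it was 0.52 (SE 0.12, adjusted p = 1). SNR24 and the asc1-E5X allele were not analysed here.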

Although bulk polysomes appeared normal in these strains, both *asc1∆* and *asc1-M1X* showed reduced levels of free 60S subunits (Figure 1D). This slight discrepancy between our results and the literature (Li et al., 2009) may stem from differences in strain backgrounds because the Sigma1278b strain used here has higher free 60S subunit levels than S288C. Restoring *SNR24* expression rescued the temperature-sensitive polysome defect of the *asc1∆* mutant in agreement with previous observations (Figure 1—figure supplement 1A–D) (Li et al., 2009). Both *asc1-M1X* and *asc1∆* grow slowly under standard laboratory conditions, whereas a mutant lacking only snR24 grows as well as wild type, further demonstrating the importance of the Asc1 protein (Figure 1—figure supplement 1E).

**Figure 1.**
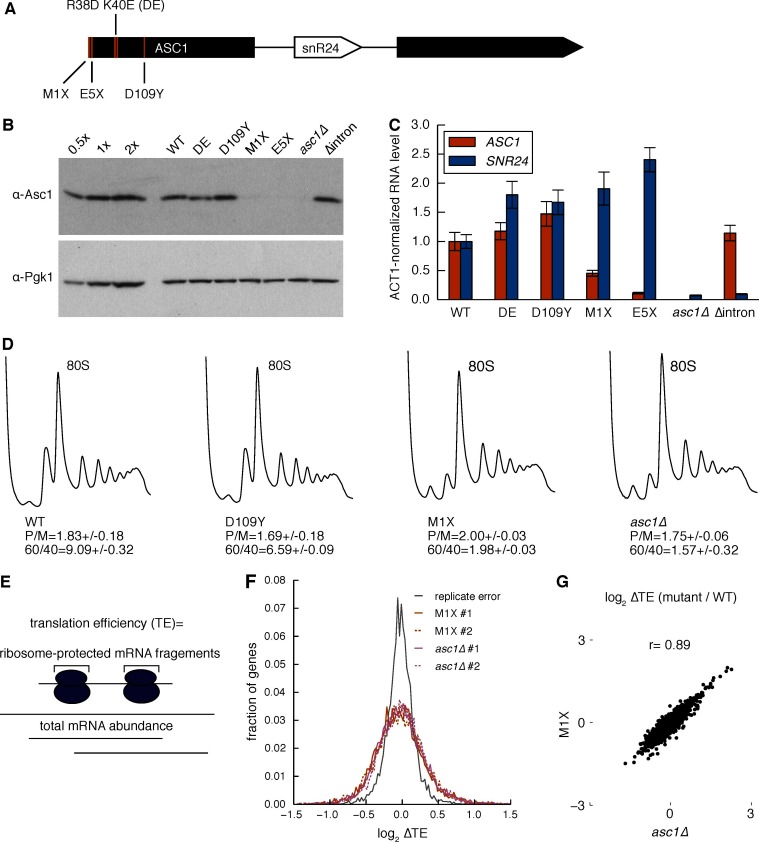
Loss of the Asc1 protein causes widespread changes in translation efficiency. (**A**) Gene model of *ASC1*, showing the *SNR24* snoRNA and location of protein null (M1X and E5X) and ribosome binding (DE and D109Y) mutations. (**B**) Asc1 protein levels quantified by Western blot. Pgk1 blot on the same membrane is shown as a loading control. Dilutions of the WT sample are shown on the left. Data is representative of three biological replicates. (**C**) *ASC1* mRNA and *SNR24* snoRNA levels quantified by qRT-PCR. Levels were normalized to *ACT1* mRNA levels. Error bars represent s.d. from three technical replicates. Data is representative of three biological replicates. (**D**) Polysome profiles of the *ASC1* mutants at 30˚C. The polysome/monosome (P/M) ratio and 60S/40S (60/40) ratio are shown with s.d. from two biological replicates. (**E**) Calculation of translation efficiency as the ratio of ribosome-protected mRNA fragments to total mRNA abundance. (**F**) Distribution of changes in TE comparing two biological replicates from WT cells (i.e. replicate error) or *asc1-*M1X or *asc1∆* to its corresponding WT comparison. #1 and #2 denote biological replicate experiments. (**G**) Scatterplot of TE changes between the two *ASC1* null mutants. The Pearson correlation coefficient is shown. **DOI:** http://dx.doi.org/10.7554/eLife.11154.003

**Figure 1—figure supplement 1.**
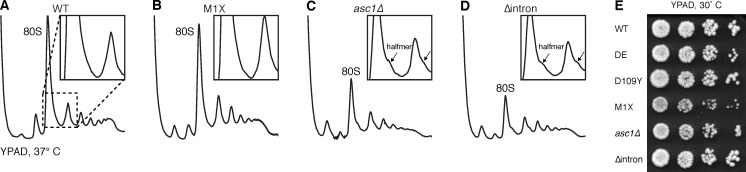
The M1X mutation rescues the temperature-sensitive ribosome biogenesis defect of *asc1∆*. (**A–D**) Polysomes of *ASC1* mutants grown at 37˚C, showing halfmer formation in mutants lacking *SNR24* (inset), but rescued in *asc1-M1X*. Halfmers result from loading of a 40S ribosomal subunit onto an mRNA without subsequent 60S joining. Because the mRNA is loaded with other ribosomes, it migrates near mRNAs loaded with a whole number of ribosomes, but shifted slightly deeper into the gradient due to the extra 40S subunit. (**E**) Growth of the *ASC1* mutants on YPAD plates at 30˚C. Growth of five-fold dilutions of the culture is shown. **DOI:** http://dx.doi.org/10.7554/eLife.11154.004

To define the translational function of Asc1, we subjected the *ASC1* mutants to ribosome footprint profiling and RNA-seq. Together, these techniques allow quantification of ribosome densities transcriptome-wide and can be used to infer changes in gene-specific translation activity (Ingolia et al., 2009). 

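Ribosome footprint profiling sequences the mRNA fragments that translating ribosomes protect from nuclease digestion, and total RNA from the same extracts gives the amount of each mRNA. In the main experiment, Sigma1278b cells of WT, asc1-M1X, asc1Δ, asc1-D109Y, rpl23bΔ and rpp1aΔ were grown in 2% glucose at 30˚C, with 2 FP and 2 total RNA libraries per strain, and total RNA was selected with oligo-dT cellulose. For replicate 1 of each of these 6 strains, the authors pooled the reads of a second FP preparation with those of the first. The asc1-DE mutant and a WT of its own were profiled in a separate experiment with an earlier protocol based on poly(A) tailing, again with 2 FP and 2 total RNA libraries per strain, and comparisons with asc1-DE use that WT. The authors aligned the reads to the Sigma1278b genome with Tophat, kept the reads that aligned to a single place, and deposited the number counted on each ORF without normalization, leaving out the first codons. Reads from stretches that are identical in paralogous genes are therefore missing from these counts. The 12 FP libraries of the main experiment held between 6658918 and 11269528 counted reads (median 8251459) and its 12 total RNA libraries between 5589998 and 8399267 (median 6643217). In the poly(A)-tailing experiment, the 4 FP libraries held 5091889 to 7167216 reads (median 6919244) and the 4 total RNA libraries 1719206 to 2455698 (median 1996757).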

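Counts were divided by median-ratio size factors within each library type, TE was the ratio of FP to total RNA, and ∆TE was the log2 ratio of a mutant replicate to the WT replicate of the same number, averaged over the 2 replicates. Genes with at least 128 reads summed over the FP libraries of a comparison and at least 128 over its total RNA libraries entered; the paper asks for 128 reads in all over the libraries of an analysis, and here the minimum was applied to each library type. A change in TE was tested as the interaction between library type and strain on the counts themselves, scaled by TMM within each library type. On counts simulated from the WT and asc1-M1X libraries for 4935 genes, of which 200 had a true log2 change of 1, this test recovered 192 (96%), and 6 of its calls (3.03%) were false. Smaller changes were not simulated, so the share recovered among them is not known. Genes called in asc1-M1X had median log2 changes of -0.46 (decreased) and 0.44 (increased).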

Loss of the Asc1 protein caused changes in translation activity for many mRNAs as measured by translational efficiency (TE) — the number of ribosomal footprints normalized by the number of total RNA fragments for each mRNA (Figure 1E–G). 

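At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 997 of 4947 genes tested in asc1-M1X changed in TE, 556 upward and 441 downward. Counts divided by library size (CPM) without further scaling split the same number of calls into 657 upward and 340 downward. In asc1Δ, 596 of 4958 genes changed in TE, 357 upward and 239 downward. With CPM, 602 did, 416 upward and 186 downward. The alternative that moved the asc1-M1X count most was a fit with the FP and total RNA libraries of one culture as a block, which called 1594 genes, including each of the 997, and 1486 in asc1Δ, including each of the 596. Across genes, the SD of log2 ∆TE was 0.37 in each replicate of asc1-M1X and 0.35 in each of asc1Δ, while WT replicate 1 set against WT replicate 2 in the same way gave an SD of 0.19. ∆TE correlated between the replicates across genes with r = 0.75 in asc1-M1X and r = 0.71 in asc1Δ.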

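Between the asc1-M1X and asc1Δ strains, ∆TE correlated across 4942 genes with r = 0.90, and with r = 0.86 and 0.85 in the single replicates, where genes are not independent replicates. Because both strains are compared with the same WT libraries, a part of this value arises without any effect. In 20 simulations in which both mutants were unchanged, r averaged 0.52 (0.47 to 0.54), and with asc1Δ alone unchanged, a simulation chosen after the data were seen, it averaged 0.28 (0.25 to 0.31). With the mutants set against WT cultures of different numbers, so that no library was shared, r was 0.71 (0.70 and 0.72 for the 2 ways of doing so). These are values of single replicates, to be read beside 0.86 and 0.85 and not beside 0.90. In all, 539 genes were called in both strains, 335 upward and 204 downward, with the sign shared by both replicates of both strains. When asc1Δ was in the same way simulated as unchanged against the same WT libraries, 0.1 genes on average were called in both (0 to 1 in 20 simulations), although the simulated asc1-M1X had 445 calls on average (376 to 484), fewer than were observed.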

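Among the genes called in both null strains, the largest increases in asc1-M1X were in JLP1 (YLL057C), with a log2 ∆TE of 2.45 (SE 0.47, adjusted p = 0.00297 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), SCW11 (YGL028C), with 2.08 (SE 0.23, adjusted p = 6.97e-05), and SHM2 (YLR058C), with 2.07 (SE 0.14, adjusted p = 1.96e-06). The largest decreases were in ZPS1 (YOL154W), with a log2 ∆TE of -1.48 (SE 0.22, adjusted p = 0.000608), AMN1 (YBR158W), with -1.44 (SE 0.14, adjusted p = 2.23e-05), and BUD9 (YGR041W), with -1.30 (SE 0.21, adjusted p = 0.000892). In asc1Δ, the log2 ∆TE of these genes was 2.43, 1.86, 2.08, -1.61, -1.30 and -0.75 in that order, with adjusted p values from 0.000223 to 0.0356, and BUD9 was no longer past the threshold in asc1Δ when DESeq2's Wald test replaced edgeR's. The increase in JLP1 rests on few reads, since its WT libraries held 3 and 6 FP reads and 21 and 33 total RNA reads. JLP1 thus falls outside the alternative with at least 10 reads in every library. SCW11 also had few FP reads in WT, 17 and 30. From the changes in TE in the null strains, the paper concludes that the lack of Asc1 substantially alters which mRNAs yeast cells translate.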

The magnitude and pervasiveness of translation changes in *asc1-M1X* and *asc1Δ* are notable given the normal appearance of bulk polysomes in *ASC1* mutants (Figure 1D). Thus superficially normal polysomes can conceal significant perturbations of cellular translation. Together, these results demonstrate that the lack of Asc1 substantially alters the translational landscape of yeast cells.

### *ASC1* ‘ribosome-binding’ mutants associate with ribosomes and are largely functional

Next we examined isogenic yeast strains that express normal levels of Asc1 protein with perturbed association to the ribosome. Asc1 is a WD-repeat protein that interacts with helices 39 and 40 of the 18S rRNA primarily through its N-terminal blade (Sengupta et al., 2004). Directed mutation of several basic residues in this region interferes with the ribosome-binding capacity of the protein, with the strongest defect observed in the R38D K40E (DE) mutant (Coyle et al., 2009; Sengupta et al., 2004). Another Asc1 ribosome-binding mutant, D109Y, was discovered serendipitously in a forward genetic screen for mutants with defects in no-go decay, a ribosome-associated RNA quality control mechanism (Kuroha et al., 2010). These mutant proteins were expressed at near wild type levels (Figure 1B), and both mutations substantially decreased co-sedimentation of Asc1 with ribosomes in sucrose gradients, with D109Y having a markedly stronger effect (Figure 2A) that is consistent with previous reports (Kuroha et al., 2010).

**Figure 2.**
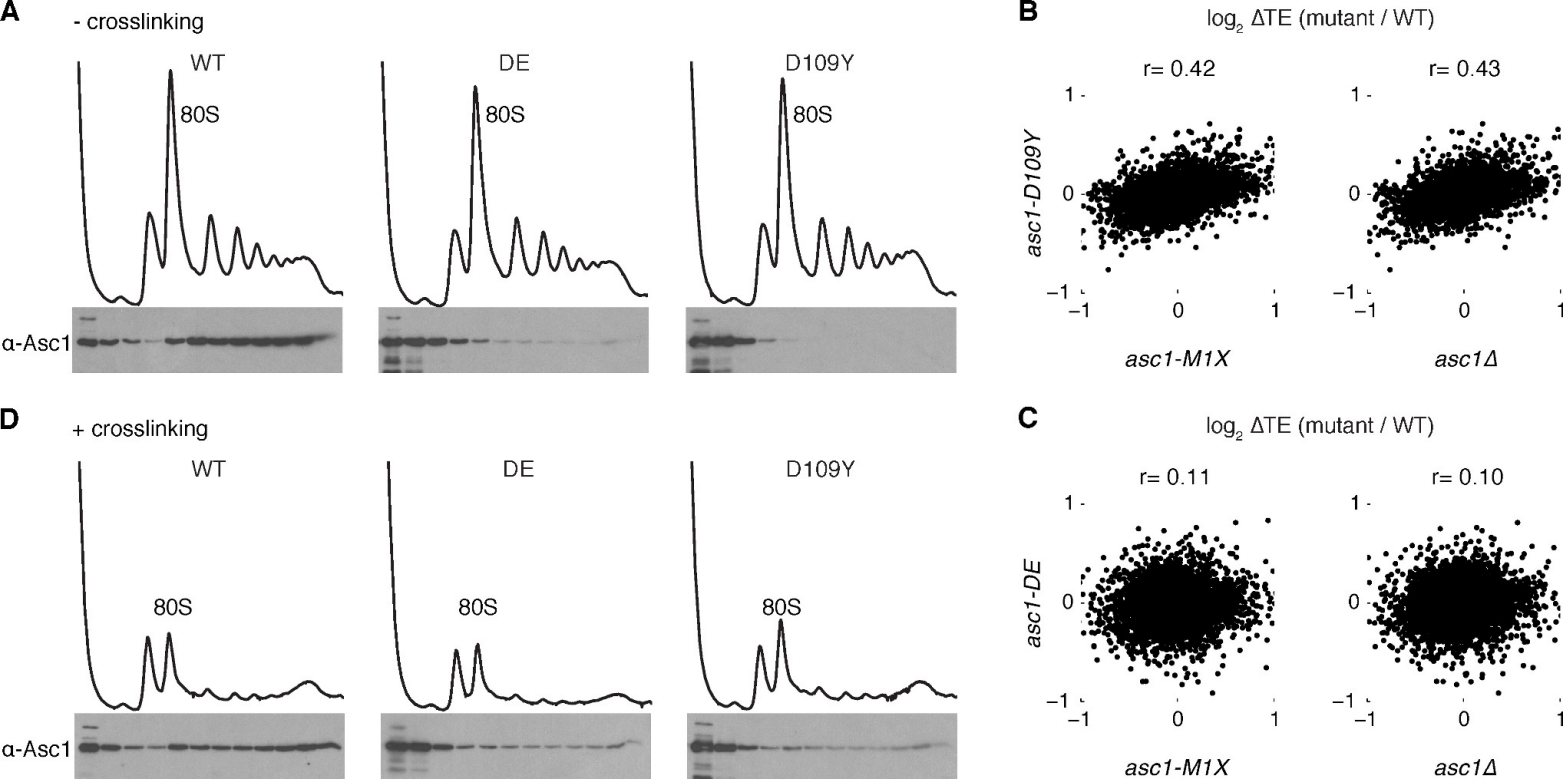
Asc1 ‘ribosome-binding’ mutants retain ribosomal association in vivo. (**A**) Association of Asc1 mutant proteins with the ribosome assayed by Western blot of fractions isolated after velocity gradient sedimentation. (**B**, **C**) Scatterplot of TE changes between the two *ASC1* null mutants and the *asc1-D109Y* and *asc1-DE* ribosome-binding mutants. The Pearson correlation coefficients are shown. (**D**) The same as (**A**) but proteins were crosslinked with formaldehyde in vivo before sample processing. **DOI:** http://dx.doi.org/10.7554/eLife.11154.005

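The asc1-D109Y mutant was compared with the WT of the main experiment and the asc1-DE mutant with the WT of the poly(A)-tailing experiment. In asc1-D109Y, 0 of 4871 genes changed in TE at an adjusted p under 0.05, with 129 at an unadjusted p under 0.05, while 33 genes changed in FP and 44 in total RNA. A fit with the FP and total RNA libraries of one culture as a block called 4 genes, all upward, which were SHM2 (log2 ∆TE 0.45), ADE17 (YMR120C, 0.88), GCV1 (YDR019C, 0.49) and SNZ1 (YMR096W, 0.40), the last 3 named after their values were seen. In asc1-DE, 0 of 4698 genes changed in TE (33 at an unadjusted p under 0.05), 0 in FP (51 unadjusted) and 0 in total RNA (58 unadjusted). With a block for the replicate number, 0 genes changed in TE in asc1-DE, with 225 at an unadjusted p under 0.05. No block was fitted to FP or total RNA. There, deviations of asc1-DE and WT libraries of one number from their group means correlated with r = 0.36 and 0.69. The SD of log2 ∆TE across genes was 0.20 in replicate 1 and 0.19 in replicate 2 of asc1-D109Y, about that between the WT replicates of the main experiment. In asc1-DE it was 0.26 and 0.28, against 0.35 between the WT replicates of the poly(A)-tailing experiment. Mutant replicates were set against WT of the same number, while the comparison between WT replicates crosses numbers. Variation shared by libraries of one number thus stays in the WT value alone. Neither comparison of SDs can therefore measure the lack of an effect. ∆TE in the 2 replicates correlated across genes with r = 0.08 in asc1-D109Y and r = -0.01 in asc1-DE.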

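Across 4868 genes, ∆TE in asc1-D109Y correlated with that in asc1Δ with r = 0.43 and with that in asc1-M1X with r = 0.42, and all 3 strains were compared with the same WT libraries. With both mutants simulated as unchanged against those libraries, r averaged 0.51 (0.48 to 0.53) for the pair with asc1Δ and 0.50 (0.47 to 0.53) for the pair with asc1-M1X. With asc1-D109Y alone unchanged, in the simulation chosen after the data were seen, r averaged 0.28 (0.25 to 0.32) and 0.27 (0.23 to 0.30). The simulated noise was estimated with the poly(A)-tailing libraries included, whose WT replicates differ more (SD 0.35 against 0.19). It also leaves out variation shared by libraries of one number. These averages are therefore approximate and may be too high. When the mutants were set against different WT cultures, r was 0.17 (0.15 and 0.19) in both pairs. These are values of single replicates. With the shared WT libraries, r in single replicates was 0.47 and 0.36 for asc1Δ and 0.47 and 0.35 for asc1-M1X. The asc1-DE mutant shares no WT library with the null mutants, and its ∆TE correlated with that in asc1-M1X with r = 0.11 across 4696 genes and with that in asc1Δ with r = 0.10. In the single replicates of asc1-DE, r with asc1-M1X was 0.04 and 0.09.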

The D109Y strong ribosome-binding mutant showed translational defects that, although correlated with those observed in the *ASC1* null mutants (r=0.43, p=10^–221^ for *asc1∆*; r=0.42, p=10^–204^ for *asc1-M1X*), were much smaller in magnitude (Figure 2B), while the DE mutant showed almost negligible effects on translation (Figure 2C). These findings suggest that either Asc1 primarily affects translation from a location off the ribosome, or that the ribosome-binding assay underestimates the extent of in vivo association of the D109Y and DE mutant proteins because ribosome-bound factors can dissociate during ultracentrifugation (Valásek et al., 2007). To test this second possibility, we performed formaldehyde crosslinking before ultracentrifugation. In the presence of crosslinking, we observed significant co-sedimentation of the DE and D109Y proteins with polysomes (Figure 2D). Crosslinking is not quantitative (Orlando, 2000); thus this assay underestimates the extent of ribosome binding by the mutant Asc1 proteins in vivo, which are likely much closer to wild type than previously appreciated.

An important implication of these findings is that phenotypic differences between ‘ribosome-binding’ alleles and *ASC1* null mutants likely reflect different degrees of perturbing ribosome function and do not constitute strong evidence for ‘extra-ribosomal’ activity by Asc1/RACK1. We attempted to generate stronger ribosome-binding-defective alleles by combining multiple mutations, but these proteins were expressed at very low levels potentially due to misfolding (data not shown). 

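At the 441 genes with decreased TE in asc1-M1X, the median log2 ∆TE was -0.46 in asc1-M1X and -0.10 in asc1-D109Y (-0.11 and -0.08 in the replicates), and 373 of the 441 genes (84.6%) were lower than in WT in asc1-D109Y. In a simulation chosen after the data were seen, an asc1-D109Y without any change, set against the same WT libraries, was lower at 72% of such genes on average (67.6 to 78.5% in 20 simulations), with a median of -0.10. Its noise has the same limits as that of the simulated correlations, so these shares are approximate too. At 538 genes with increased TE in asc1-M1X, the median in asc1-D109Y was 0.06 (0.07 and 0.04 in the replicates), and 386 (71.7%) were higher, against 67.6% (64.5 to 72.2%) with a median of 0.08 in the simulations. The slope of ∆TE in asc1-D109Y on that in asc1-M1X across genes was 0.18. In asc1-DE, whose WT libraries are its own, 303 of 437 genes (69.3%) were lower at genes with decreased TE, with a median of -0.07 (-0.04 and -0.11 in the replicates), and 272 of 527 (51.6%) were higher at genes with increased TE, with a median of 0.01 (0.02 and -0.01). As background, 54.7% of the genes not encoding ribosomal proteins were lower in asc1-DE, and the median over all genes was -0.02. The slope of ∆TE in asc1-DE on that in asc1-M1X was 0.06.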

Given the overall correlation between *asc1-D109Y* and *ASC1* null alleles for translation changes transcriptome-wide, we infer that many of the translational changes in *asc1-M1X* and *asc1Δ* are likely to be caused by direct effects of Asc1 on ribosome function.

### Asc1 promotes translation of mRNAs with short open reading frames

To probe the mechanism by which Asc1 promotes translation of specific mRNAs, we searched for shared attributes among mRNAs with decreased TE in the *asc1-M1X* mutant. Motif analysis of 5′ UTRs revealed the presence of a U-rich sequence in mRNAs sensitive to loss of Asc1 (Figure 3—figure supplement 1), but not found in mRNAs resistant to loss of Asc1. However, this motif was present in only 11% of Asc1-sensitive mRNAs and so cannot be generally required for translational enhancement by Asc1. We next examined various physical properties of Asc1-sensitive mRNAs (Table 1). Among the tested attributes, ORF length was notably well-correlated with ∆TE in *asc1-M1X* (r=0.27, p=10^–84^, Table 1) and ORFs <500 nts were the most strongly affected (Figure 3A). Short ORFs are highly translated in wild type cells (Figure 3B and [Arava et al., 2003]), an effect that has been hypothesized to reflect a higher rate of translation initiation on short mRNAs for reasons that are mechanistically mysterious (Figure 3C and Arava et al., 2005; Shah et al., 2013). Because short ORFs are among the most highly expressed, the loss of Asc1/RACK1 significantly alters the gene expression landscape of the cell.

**Table 1.** Properties of Asc1-sensitive mRNAs. Gene or mRNA attributes were correlated with ∆TE in the *asc1-M1X* mutant. The spearman correlation coefficients and p-values are shown. **DOI:** http://dx.doi.org/10.7554/eLife.11154.006

attribute	Spearman r (∆TE *asc1-M1X* vs. attribute)	p-value
wild type protein level	0.103	1.49e-2
wild type translation efficiency	-0.091	1.55e-10
tRNA adaptation index (tAI)	0.023	1.17e-1
5′ UTR length	-0.004	7.73e-1
3′ UTR length	0.079	9.62e-8
ORF length	0.272	3.05e-84
5′ folding energy (MFE)	0.030	3.97e-2
3′ folding energy (MFE)	-0.077	1.83e-7
poly(A) tail length	0.029	7.38e-2

**Figure 3.**
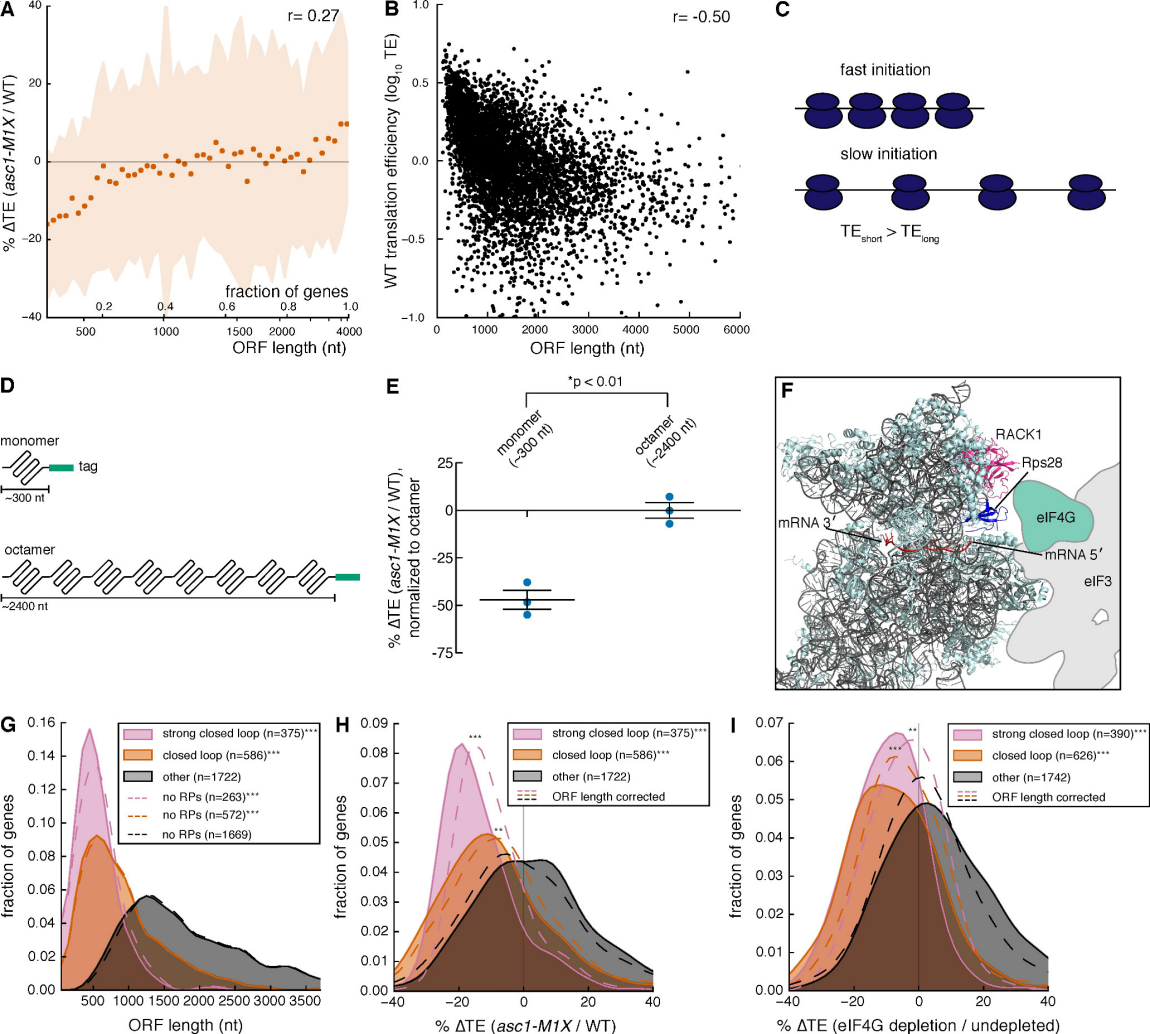
Asc1 is required for efficient translation of short ORFs that form closed loop complexes. (**A**) Relationship between ORF length and TE changes in *asc1-M1X*. The values shown represent the average percent change in TE for bins of 100 genes arranged by length. The ORF lengths shown correspond to the point at which the average ORF length of the bin exceeds the indicated value. Shaded areas represent +/- 1 s.d. from the average change. The *ASC1* gene is excluded from the plot. (**B**) Relationship between ORF length and translational efficiency in WT yeast cells (data from this study). The Spearman correlation coefficient is shown. (**C**) Model showing the expected effect of a higher initiation rate on short mRNAs compared to long mRNAs on translation efficiency measurements. (**D**) Diagram of ORF length reporter constructs. The I27 monomer was repeated to make the octamer and each ORF was fused to a C-terminal V5 epitope tag. (**E**) Result of ORF length reporter experiment. TE is calculated as the normalized protein (V5 tag/Pgk1) to mRNA ratio (V5 mRNA/18S) and the ∆TE (ratio between mutant and WT) is shown. Relative protein concentration was obtained from quantitative Western blotting and mRNA concentration from qRT-PCR. *p=0.002, two-tailed Student’s t-test (monomer vs. octamer). Error bars are SEM from 3 biological replicates derived from independent genetic isolates of *asc1-M1X*. (**F**) The structure of the mammalian 48S pre-initiation complex is shown (Lomakin and Steitz, 2013) with the mRNA, RACK1, and Rps28, which crosslinks to the -7 and -10 positions of the mRNA relative to the AUG (Pisarev et al., 2008), indicated. The outline of eIF3 from Hashem et al. (2013) is shown. eIF4G is placed on the left arm of eIF3 based on electron microscopy data from Siridechadilok et al. (2005). (**G**, **H**, **I**) The relationship between closed loop complex association and ORF length (p=10^–172^and 10^–135^ for strong closed loop and closed loop groups vs. other mRNAs, respectively) (**G**), ∆TE in *asc1-M1X* (p=10^–71^and 10^–42^ for strong closed loop and closed loop vs. other mRNAs, respectively) (**H**), and ∆TE after eIF4G depletion (p=10^–70^and 10^–73^ for strong closed loop and closed loop vs. other mRNAs, respectively. Data from Park et al., 2011) (**I**). In (**H**) and (**I**), the dotted lines show the results after accounting for the relationship between ORF length and ∆TE using linear regression. For *asc1-M1X*, ORF length corrected p-values are 10^–30^ and 10^–14^ for strong closed loop and closed loop groups, respectively. For eIF4G depletion, ORF length corrected p-values are 10^–17^ and 10^–28^ for strong closed loop and closed loop groups, respectively. p-values are from the one-sided Mann-Whitney U test. Closed loop association groups are from Costello et al. (2015). For **G**-**I**, ***p<10^–18^, **p<10^–9^, *p<10^–3^ **DOI:** http://dx.doi.org/10.7554/eLife.11154.007

**Figure 3—figure supplement 1.**
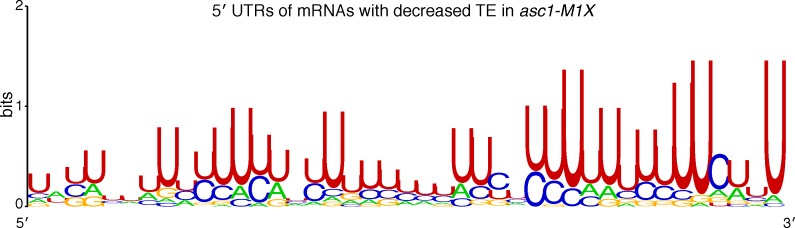
Identification of properties of Asc1-sensitive mRNAs. Motif analysis of 5′ UTRs of mRNAs with decreased TE in *asc1-M1X*, defined as having a z-score ≤ -1. (motif present in 37/325 genes, E-value= 8.3e-11). **DOI:** http://dx.doi.org/10.7554/eLife.11154.008

**Figure 3—figure supplement 2.**
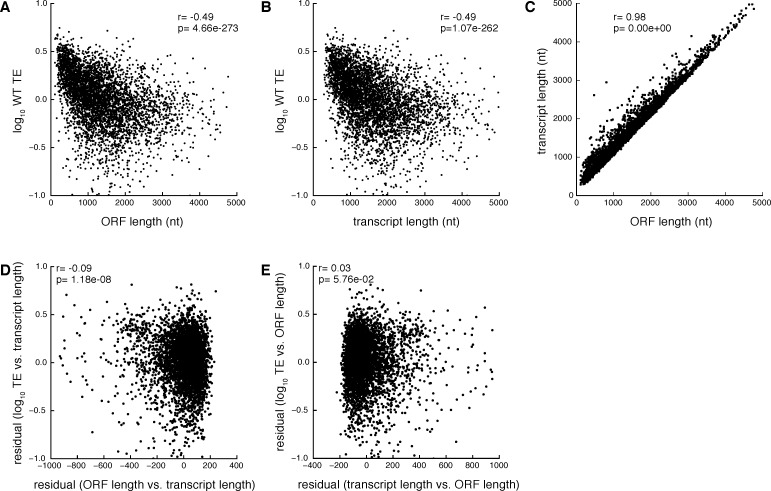
Partial correlation analysis showing the relationship between wild type ORF length, transcript length, and TE. (**A**) TE vs. ORF length (**B**) TE vs. transcript length (**C**) transcript length vs. ORF length (**D**) TE vs. ORF length, partial correlation controlling for transcript length (**E**) TE vs. transcript length, partial correlation controlling for ORF length. Spearman correlation coefficients are shown between the indicated values or the residuals after linear regression. **DOI:** http://dx.doi.org/10.7554/eLife.11154.009

**Figure 3—figure supplement 3.**
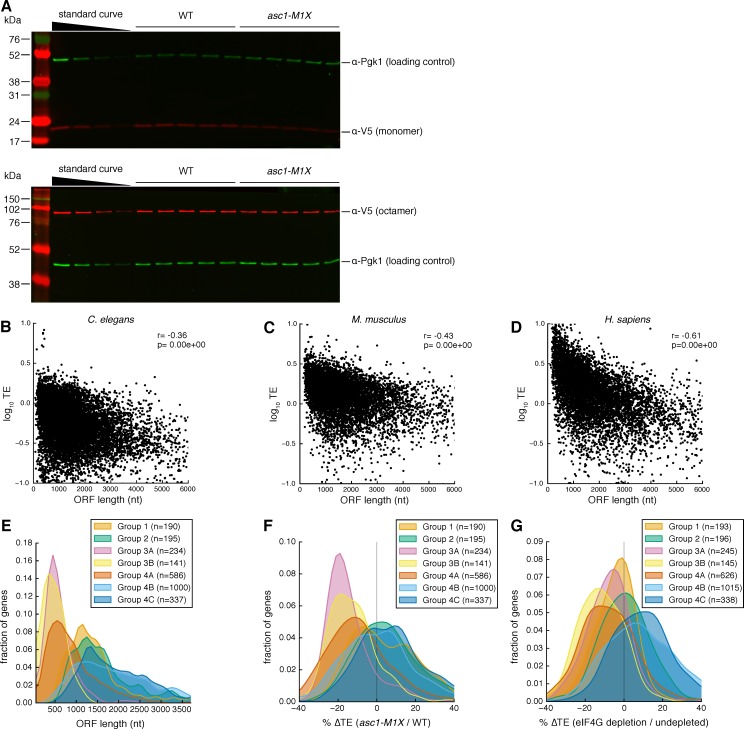
Evidence for ORF-length-dependent translational regulation. (**A**) Representative Western blots showing V5-tagged I27 monomer (top) or octamer (bottom) in WT and *asc1-M1X* cells. The standard curve is a two-fold dilution series of WT extract. Protein bands display variable brightness due to transfer efficiency and membrane binding differences between proteins of different molecular weights (Bolt and Mahoney, 1997). Therefore, we quantify the relative difference between mutant and WT at each protein size and cannot draw conclusions about absolute protein concentrations across the molecular weight range from Western blotting analysis. (**B–D**) Scatterplots showing the relationships between TE and ORF length in diverse eukaryotes: *C. elegans*, dauer stage (Stadler and Fire, 2013) (**B**), *M. musculus*, neutrophils (Guo et al., 2010) (**C**), and *H. sapiens*, HeLa cells (Guo et al., 2010) (**D**). (**E–G**) The effect of closed loop complex association on ORF length as in Figure 3 (**G–I**) but with all groups from Costello et al. (2015), in which mRNAs were subdivided by hierarchical clustering into groups with similar translation factor enrichment profiles. For Figure 3 (**G–I**), Group 3A and 3B were combined and labeled ‘strong closed loop’. Group 4A was labeled ‘closed loop’ and all other groups were combined and labeled ‘other’ based on their association with closed-loop factors eIF4E, eIF4G, and Pab1, and de-enrichment with 4E-binding protein (4E-BP) repressors whose association with an mRNA should be mutually exclusive with the closed loop complex. Group 3A and 3B consist of mRNAs enriched for the closed loop factors and de-enriched for the 4E-BPs. Group 4A is similarly enriched for the closed loop factors but not de-enriched for the 4E-BPs. Groups in the ‘other’ category either show enrichment for the 4E-BPs or de-enrichment for the closed loop factors. **DOI:** http://dx.doi.org/10.7554/eLife.11154.010

**Figure 3—figure supplement 4.**
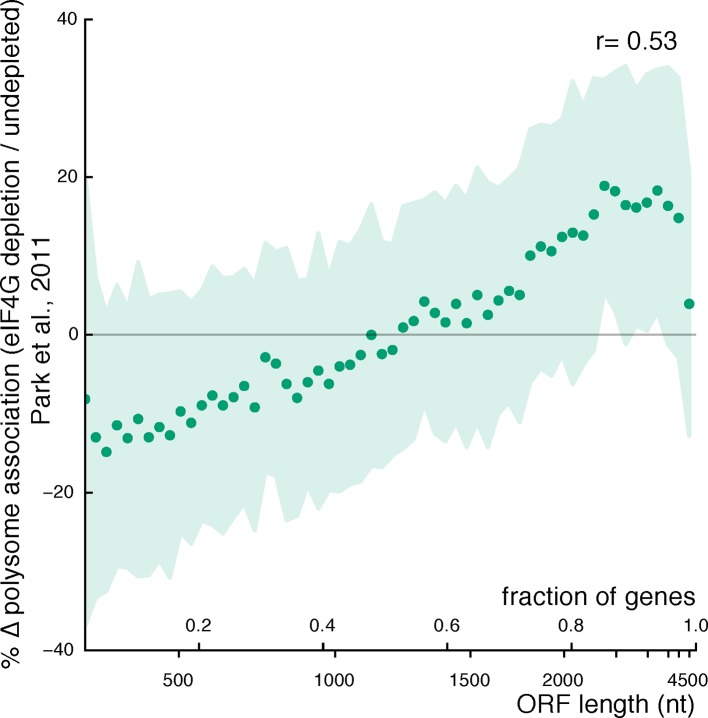
Relationship between ORF length and changes in mRNA polysome association after eIF4G depletion (data from Park et al., 2011). Plot parameters are as described for Figure 3A. The genes encoding the two eIF4G isoforms are excluded from the plot. **DOI:** http://dx.doi.org/10.7554/eLife.11154.011

We then sought to determine whether ORF length or transcript length is more predictive of translational efficiency. ORF length was slightly more predictive of wild type translation efficiency than transcript length, (Figure 3—figure supplement 2A–E, partial correlation r=-0.09 (p=10^–8^) vs. r=0.03 (p=10^–1^)). For simplicity, and because transcript boundary annotations are not available for all yeast genes, we have used the ORF length metric in subsequent analyses.

To test whether length per se, and not some other feature common to short mRNAs, is responsible for Asc1-sensitive translation, we generated two constructs with identical regulatory regions (promoter, 5′ UTR, 3′ UTR) that differed only in the length of the ORF (Figure 3D). These ORF length reporters contain either one or eight repeats of the I27 domain from the human cardiac protein titin, which has been used extensively in studies of protein folding because the small globular domains fold and unfold independently of each other (Hoffmann and Dougan, 2012). This modular architecture allows the construction of proteins of different lengths that resemble linear chains and minimizes the potential for differential protein folding or stability to impact the abundance of the reporter proteins. We performed quantitative Western blotting by fluorescent detection of a common C-terminal epitope tag in combination with qRT-PCR measurements of mRNA levels to determine the translational efficiency (protein/mRNA) of each construct (Figure 3—figure supplement 3A). Remarkably, the translational efficiency of the short ORF (~300 nt) was two-fold lower in the *asc1-M1X* mutant compared to the long ORF (~2400 nt) (p=0.002, Figure 3E). Together with the genome-wide trend, these reporter results demonstrate a role for Asc1 in the translational advantage of short mRNAs. Given that ORF length is strongly anti-correlated with translational efficiency in diverse eukaryotes (Figure 3—figure supplement 3B–D, data from Guo et al., 2010; Stadler and Fire, 2011), this function of Asc1/RACK1 may be conserved.

How might short ORFs be translationally privileged and sensitive to loss of Asc1? Asc1’s position near the mRNA exit channel places it in close proximity to translation initiation factors that interact with the 5′ end of the mRNA during initiation, including eIF3 and eIF4G (Kouba et al., 2012) (Figure 3F, note that the structure shown is the mammalian ribosome, for which structural information regarding the orientation of eIF3 and eIF4G has been reported [Hashem et al., 2013; Lomakin and Steitz, 2013; Siridechadilok et al., 2005]). eIF4G has a well-characterized role in promoting a circularized form of the mRNA in which the 5′ and 3′ regions of the mRNA are bundled together via the interaction between the eIF4G protein, associated with the mRNA 5’ cap through the eIF4F complex, and Pab1, an RNA-binding protein that binds the poly(A) tail. The mRNA in this conformation is known as the closed loop, and closed loop formation is thought to enhance translation (Kahvejian et al., 2001). We hypothesized that mRNAs with short ORFs might form closed loop structures more efficiently than mRNAs with longer ORFs, and that Asc1 could promote the function of the closed loop in translation.

According to this model, mRNAs with short ORFs should be more highly associated with the closed loop factors — eIF4E, eIF4G, and Pab1 — than other mRNAs. To test this prediction, we analyzed data quantifying the association of specific mRNAs with the closed loop factors and the eIF4E-binding proteins (4E-BPs) by RNA immunoprecipitation and sequencing (Costello et al., 2015). We grouped mRNAs into ‘closed loop’, ‘strong closed loop’, and ‘other’ categories based on the following enrichment profiles: ‘Strong closed loop’ mRNAs are enriched in immunoprecipitations of eIF4E, eIF4G, and Pab1, and de-enriched in immunoprecipitations of the 4E-BPs, which should not be associated with mRNAs in closed loops because 4E-BPs and eIF4G compete for binding to eIF4E (Haghighat et al., 1995). ‘Closed loop’ mRNAs have similar enrichment profiles to ‘strong closed loop’ mRNAs, but are not de-enriched for association with the 4E-BPs. Remarkably, we found that both ‘closed loop’ and ‘strong closed loop’ mRNAs were dramatically shorter than other mRNAs (median ORF lengths= 489, 774, and 1694 nt for ‘strong closed loop’, ‘closed loop’, and ‘other’ mRNAs, respectively). This association between ORF length and closed loop association was observed regardless of whether mRNAs encoding ribosomal proteins were included in the analysis (Figure 3G and Figure 3—figure supplement 3E). Thus, although ~30% of the ‘strong closed loop’ mRNAs encode ribosomal proteins, a specialized mechanism for enhancing the translation of ribosomal protein mRNAs cannot explain the ORF length bias of the ‘strong closed loop’ group. This discovery — that closed-loop-associated mRNAs are much shorter than other mRNAs — provides a plausible biochemical explanation for the preference for higher translation efficiency of mRNAs with short ORFs observed here and previously (Arava et al., 2003). Remarkably, loss of Asc1 or eIF4G depletion (data from Park et al., 2011) similarly decreased the translation of closed-loop-associated mRNAs (Figure 3H and I).

Although ORF length, closed loop enrichment, and ∆TE in *ASC1* and *eIF4G* mutants are correlated, some longer RNAs are strongly associated with the closed loop and require Asc1 for efficient translation while some short mRNAs are neither enriched with closed loop factors nor particularly dependent on Asc1 for their translation. Accounting for the global relationship between ORF length and ∆TE by linear regression showed that closed loop association has additional explanatory power for translational sensitivity to Asc1 and eIF4G: the observed reductions in translation efficiency for closed-loop-enriched mRNAs were significantly more than would be expected if ORF length alone determined their translation efficiencies (p=10^–14^ and 10^–30^ for ‘closed loop’ and ‘strong closed loop’ groups, respectively, Figure 3H and I). These results suggest that Asc1 is important for closed loop formation and/or stability or for closed-loop-dependent ribosome recruitment, a process that is apparently biased towards short ORFs.

What are the potential consequences of impairing translation of short mRNAs? Using gene ontology analysis, we found that transcripts annotated to the category ‘ribosomal subunit’ had significantly decreased TE in the *ASC1* null mutants (*asc1-M1X*, p=10^–35^, Figure 4A and Figure 4—source data 1). This category is composed of short mRNAs encoding both cytoplasmic and mitochondrial ribosomal proteins (RPs, MRPs), which both displayed ~20% decreased TE in *ASC1* null mutants (*asc1-M1X*, p=10^–37^ and p=10^–10^; *asc1∆*, p=10^–35^ and p=10^–10^, respectively, Figure 4B). 

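Over the 209 genes for cytoplasmic and mitochondrial ribosomal proteins that passed the read minimum, the median log2 ∆TE in asc1-M1X was -0.32 (-0.35 and -0.28 in the replicates), a median change of -19.7%, and 196 of them (93.8%) had lower TE than in WT. Of the 4736 other genes, 2539 (53.6%) did. In asc1Δ the median change was -17.6%, with 196 genes lower, against 52.3% of the other genes. The gene ontology enrichment itself was not run here.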

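The median change in TE in asc1-M1X was -20.3% over 131 RP genes (-22.2 and -18.1% in the replicates), of which 130 were lower than in WT, and -17% over 78 MRP genes (-17.2 and -14.9%), of which 66 were lower. Of the genes outside each set, 54.1% and 54.8% were lower, and the median over all genes was -2.78%. In asc1Δ the medians were -18.6% for RP genes (-21.7 and -15.6%), with 129 lower, and -15.1% for MRP genes (-14.6 and -12.2%), with 67 lower. A set test that takes the correlation between genes into account (fry in limma, adjusted over 32 set tests) gave adjusted p = 0.0627 for RP and 0.0703 for MRP genes in asc1-M1X, with ranges over the alternatives of 0.024 to 0.15 and 0.0179 to 0.208. In asc1Δ it gave adjusted p = 0.0627 (0.0237 to 0.15) for RP and 0.108 (0.0237 to 0.321) for MRP genes. The decrease, although present in both replicates, thus did not pass 0.05 after adjustment in this test with 2 replicates. Before adjustment, the p values of fry were 0.0157 and 0.0198 in asc1-M1X and 0.0137 and 0.0376 in asc1Δ for RP and MRP genes. The ends of the 4 ranges come from alternatives adjusted over 28 set tests. Counts divided by library size (CPM) without further scaling, the alternative that moved the asc1-M1X medians most, gave -16.4% for RP and -13% for MRP genes. RP genes often have a near-identical paralog, and the counts hold only the reads that tell the copies apart.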

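The representative MRP genes were MRP2 (YPR166C) and YML6 (YML025C). MRP2 had a log2 ∆TE of -0.56 in asc1-M1X (SE 0.19, adjusted p = 0.0526 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of -0.46 in asc1Δ (SE 0.19, adjusted p = 0.132). YML6 had -0.47 in asc1-M1X (SE 0.11, adjusted p = 0.0119), which was not past the threshold in DESeq2's Wald test, and -0.41 in asc1Δ (SE 0.12, adjusted p = 0.0504). With a block for the culture, MRP2 passed the threshold in both strains and YML6 also in asc1Δ. In the ribosome-binding mutants, the median change in RP genes was -5.29% in asc1-D109Y (-5.98 and -4.5%, 118 of 131 lower) and -3.38% in asc1-DE (-1.43 and -8.03%, 91 lower), where CPM without further scaling turned the asc1-DE value to 2.14%. In MRP genes it was -0.672% in asc1-D109Y and -2.37% in asc1-DE (-6.92 and 0.0835% in the replicates), and the same scaling turned these to 2.26% and 3.21%. None of these 4 medians passed the set test, with adjusted p values of 0.67 and 0.949 in asc1-D109Y and 0.946 and 0.976 in asc1-DE for RP and MRP genes. Whether the ribosome-binding mutants differ from the null mutants in these genes was not tested.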

As the median RP and MRP ORF lengths are 434 and 716 nt, respectively, their translational defects are within the range predicted by their length. Indeed, removing RP and MRP genes does not significantly alter the global relationship between ∆TE and ORF length in *asc1-M1X* (r=0.23, p=10^–58^, Figure 4—figure supplement 1A) indicating that all classes of genes with short ORFs have decreased TE in *asc1-M1X.* Although these GO categories were the clear outliers, most GO categories with short median ORF lengths also displayed decreased TE in the *ASC1* null mutants, including several additional groups of genes whose protein products function in mitochondria (Figure 4—figure supplement 1B). Because short ORF length is associated with specific functional categories, loss of Asc1 — and, potentially, modulation of its activity — leads to coherent changes in gene expression.

**Figure 4.**
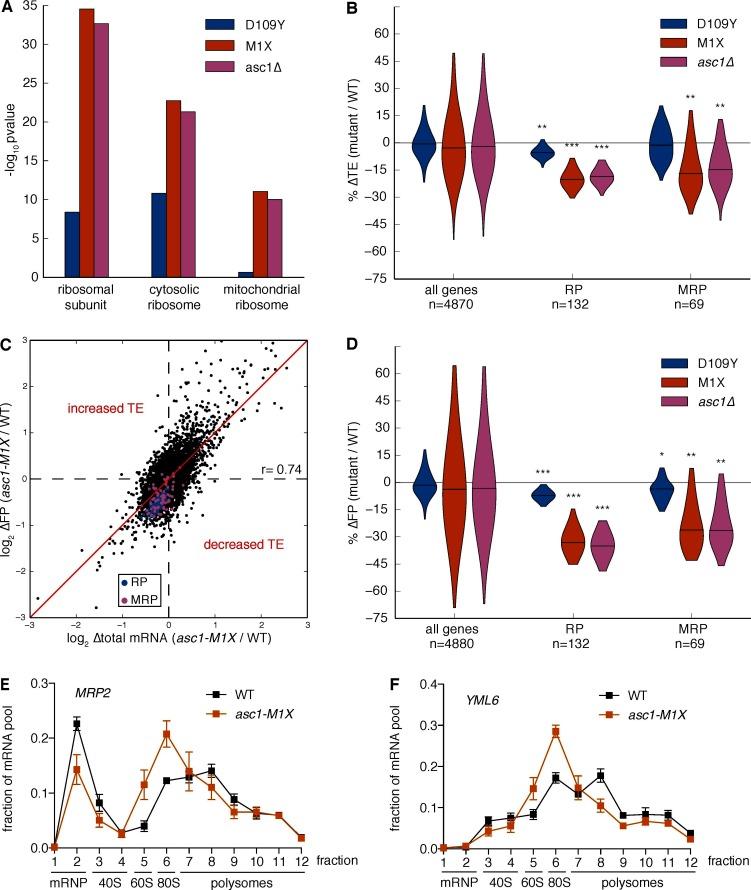
Loss of Asc1 causes decreased translational efficiency of cytoplasmic and mitochondrial ribosomal protein mRNAs. (**A**) GO Component category enrichments for mRNAs with decreased TE in the *ASC1* mutants. GO categories related to the top category ‘ribosomal subunit’ for the *asc1-M1X* mutant are displayed. (**B**) Violin plot showing the decreases in TE for the cytosolic ribosomal protein (RP) and mitochondrial ribosomal protein (MRP) gene sets in the *ASC1* mutants. The violin shape represents a kernel density estimation and the top and bottom of the plot extend to the most extreme data point within 1.5x of the inner quartile range. Midlines represent the medians. ***p<10^–18^, **p<10^–9^, *p<10^–3^. (**C**) Scatterplot showing the decrease in both the footprint (FP) and total RNA pool for RP and MRP mRNAs. The Pearson correlation coefficient in shown. (**D**) As in (**B**), but with the change in ribosome association (FP) shown. (**E, F**) Polysome qRT-PCR showing decreased association of MRP genes with heavy polysomes. Values are normalized to an RNA spike-in control in each fraction and then set so that the sum of all fractions=1. **DOI:** http://dx.doi.org/10.7554/eLife.11154.012 10.7554/eLife.11154.013Figure 4—source data 1.GO category enrichments for mRNAs with changes in FP, total, or TE in *ASC1* mutants.**DOI:** http://dx.doi.org/10.7554/eLife.11154.013

**Figure 4—figure supplement 1.**
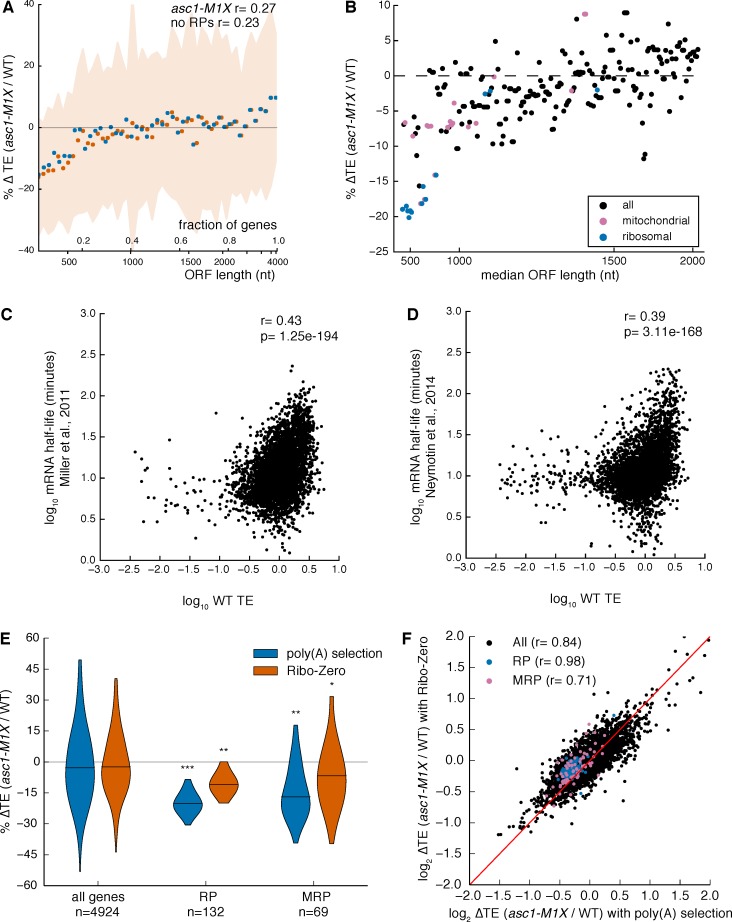
Exploring potential effects of mRNA functional categories, decay rates, and poly(A) tail length on translation efficiency measurements. (**A**) Relationship between ORF length and TE change in *asc1-M1X* showing that excluding mRNAs encoding RPs and MRPs from the analysis (no RPs) does not change the results. Plot made as in Figure 3A. (**B**) The percentage change in TE for all GO component categories containing >20 genes and arranged with equal spacing by median ORF length. The x-axis denotes the point at which the median ORF length of the group exceeds the indicated value. (**C, D**) TE values from our data correlated with steady-state mRNA half-life measurements obtained using 4-thiouracil labeling from (Miller et al. (2011) (**C**) or (Neymotin et al., 2014) (**D**). The Spearman correlation coefficients are shown. (**E**) Violin plot showing TE changes of the RP and MRP groups in *asc1-M1X* using either poly(A) selection or rRNA subtraction (Ribo-Zero) during preparation of the total RNA libraries. ***p<10^–18^, **p<10^–9^, *p<10^–2^. (**F**) Scatterplot showing well-correlated global changes in ∆TE whether using rRNA subtraction or poly(A) selection. **DOI:** http://dx.doi.org/10.7554/eLife.11154.014

**Figure 4—figure supplement 2.**
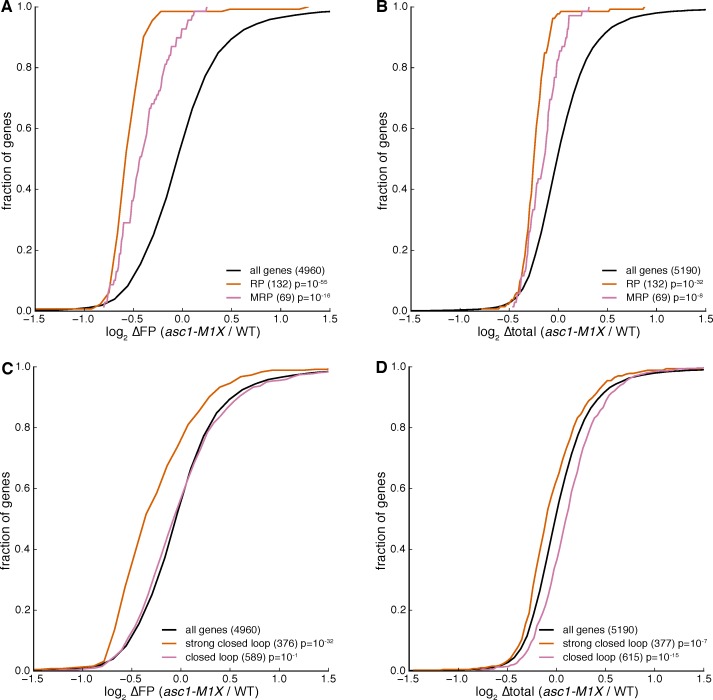
Changes in mRNA levels are unlikely to explain observed translation efficiency effects in the *asc1-M1X* mutant. Changes in ribosome footprint levels (∆FP) and total mRNA levels (∆total mRNA) for mRNAs encoding cytosolic ribosomal proteins (RPs) and mitochondrial ribosomal proteins (MRPs) (**A** and **B**) or the ‘strong closed loop’ and ‘closed loop’ mRNAs (**C** and **D**) in the *asc1-M1X* mutant. **DOI:** http://dx.doi.org/10.7554/eLife.11154.015

We noted that RP and MRP mRNAs decreased in both the total RNA pool and the ribosome-protected footprint (FP) pool (Figure 4C,D). 

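In asc1-M1X, the median FP change was -33.1% over the 131 RP genes (-33.4 and -32.9% in the replicates, 129 lower) and -25.7% over the 78 MRP genes (-23.2 and -27.7%, 73 lower). In total RNA it was -15.8% for RP genes (-13.5 and -18%, 128 lower) and -9.79% for MRP genes (-6.66 and -13.5%, 64 lower), and with CPM -7.65% and -1.06%. The set test gave adjusted p = 0.0164 in FP for RP genes (0.00405 to 0.0733 over the alternatives) and 0.0164 for MRP genes (0.00305 to 0.12), and in total RNA 0.0627 (0.0237 to 0.321) and 0.0776 (0.0117 to 0.732). Across 4945 genes, the log2 changes in FP and in total RNA correlated with r = 0.74, with r = 0.70 and 0.72 in the single replicates and 0.71 and 0.67 when FP of one replicate was set against total RNA of the other. For the additional decrease in FP, the paper concludes that these mRNAs are at a disadvantage in translation, and it proposes that reduced translation may account for the lower total RNA.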

The additional decrease in the FP pool shows that these mRNA substrates are translationally disadvantaged in the *ASC1* mutants. In support of this interpretation, qRT-PCR analysis of polysome gradient fractions demonstrated that representative MRP mRNAs associated with fewer ribosomes in *asc1-M1X* (Figure 4E,F), which specifically indicates a defect in translation initiation. Because inhibiting translation initiation can induce mRNA degradation (Coller and Parker, 2005; LaGrandeur and Parker, 1999; Schwartz and Parker, 1999), decreased translation may account for the reduction in total mRNA levels although we cannot exclude the possibility of transcriptional effects or translation-independent effects of Asc1 on mRNA stability. We note that our translation efficiency measurements are correlated with steady-state mRNA half-life estimates using non-invasive metabolic labeling approaches (r=0.43, p=10^–194^, Figure 4—figure supplement 1C, data from Miller et al., 2011 and r=0.39, p=10^–168^, Figure 4—figure supplement 1D, data from Neymotin et al., 2014), consistent with the hypothesis that the decay rates of mRNAs are coupled to their translational status. 

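To ask whether selection for poly(A) tails shaped these changes, the authors also sequenced total RNA of WT and asc1-M1X after removal of rRNA with Ribo-Zero, 2 libraries per strain with 2111113 to 4440340 counted reads (median 3457392), and set it against the FP libraries of the main experiment. The record titles of the 2 mutant libraries name an ASC1 null strain, and their strain numbers and the paper give asc1-M1X. Their ASC1 reads were 5576 and 6761, against 11808 and 8931 in WT, so the gene is present and transcribed in both. In TE computed with these libraries, 453 of 4849 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 236 upward and 217 downward, and with CPM without further scaling 519 did, 402 upward and 117 downward. Across 4847 genes, ∆TE from the 2 kinds of total RNA correlated with r = 0.84 (0.78 in each replicate), but the FP libraries are shared, and unchanged libraries simulated 20 times in this design gave r = 0.54 on average (0.47 to 0.56). With FP of different replicates in the 2 measures, r was 0.61, a value of single replicates to be read beside 0.78.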

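With Ribo-Zero total RNA, the median change in TE was -10.9% over RP genes (-12.2 and -9.24% in the replicates, 124 of 131 lower) and -8.31% over MRP genes (-7.98 and -5.78%, 54 of 78 lower), and with CPM -4.88% and -2.14%. The set test gave adjusted p = 0.152 (0.109 to 0.417 over the alternatives) and 0.345 (0.0771 to 0.902). Total RNA itself changed by -25.1% in RP genes and -20% in MRP genes in these libraries. The difference between the selections was tested as an interaction between strain and selection in total RNA, which the set test put at adjusted p = 0.345 (0.291 to 0.345) for RP and 0.325 (0.26 to 0.325) for MRP genes. Gene by gene, that interaction passed an adjusted p of 0.05 in 66 of 5235 genes (568 at an unadjusted p under 0.05), 63 of them higher with Ribo-Zero, and 0 of the 66 were RP or MRP genes. The 3 that were lower were ASC1 (log2 difference -0.75, SE 0.08), MTC7 (YEL033W, -0.42, SE 0.10) and VMA3 (YEL027W, -0.32, SE 0.08), the last 2 named after their values were seen.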

The same trends of decreased TE for the RP and MRP genes were observed using an rRNA-depletion strategy instead of poly(A) selection (Figure 4—figure supplement 1E,F), ruling out a significant effect of poly(A) tail length on our ∆TE calculations (Subtelny et al., 2014). Thus, Asc1 is required for efficient translation of short ORFs, which includes most ORFs encoding cytosolic and mitochondrial ribosomal proteins.

Although Asc1 has been implicated in the ribosome-dependent no-go decay pathway (Kuroha et al., 2010), the observed co-directional changes in mRNA abundance and translational efficiency are not consistent with widespread defects in no-go decay as a driver of changes in translation efficiency. If decreases in translation efficiency were caused by defects in no-go decay stabilizing mRNAs, thus inflating the denominator in the footprint RNA/total RNA calculation, then the levels of affected mRNAs should increase in the total RNA pool. However, the overall trend was for the levels of total mRNA for genes with decreased TE in the *asc1-M1X* mutant to go down or remain constant rather than increase (Figure 4C, Figure 4—figure supplement 2A–D).

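For the genes with decreased TE in asc1-M1X, the median log2 change in total RNA was -0.03, and 254 of 441 (57.6%) were lower than in WT, against 53.8% of all genes. In edgeR's test of total RNA alone, 118 of them were significantly lower and 89 significantly higher. Genes with increased TE were lower about as often, 327 of 555 (58.9%), with a median of -0.09. Total RNA is the denominator of TE, so chance variation in it pushes genes with decreased TE toward higher values, and the Ribo-Zero libraries, which took no part in choosing the genes, give a second reading. In those, the median over 436 of the genes with decreased TE was -0.18, and 318 (72.9%) were lower, against 55.5% of all genes. Over 554 genes with increased TE it was 0.08, and 214 (38.6%) were lower. Choosing genes by a z-score of -1 or lower, the rule in the legend of Figure 3—figure supplement 1, in place of the adjusted p gave 583 genes with a median of 0.03 in the poly(A)-selected libraries, of which 272 (46.7%) were lower, and CPM without further scaling gave 0.10 for the 441 genes, so the sign of this small median depends on how the genes are chosen and scaled.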

### The translational defects of *ASC1* mutants are not a general consequence of perturbing the ribosome

The mRNAs that are sensitive to the loss of Asc1 are among the most efficiently translated in a cell. 

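Among 4869 genes ranked by TE in WT of the main experiment, the genes with decreased TE in asc1-M1X had a median percentile of 52.7 (quartiles 22.7 and 86.1), with 156 of the 441 (35.4%) in the highest quartile. Genes with increased TE had a median percentile of 48.2. This order turned around in WT of the poly(A)-tailing and deletion collection experiments. It held with Ribo-Zero total RNA of WT, set against the same FP libraries, where the percentiles were 56.3 for decreased and 45.3 for increased TE. RP genes had a median percentile of 94.6, with 125 of 131 in the highest quartile, and MRP genes one of 73.3. Across genes, TE in WT correlated with ∆TE in asc1-M1X with r = -0.06. Since WT libraries enter both values, WT TE was also taken from libraries outside the comparison, where the genes with decreased TE had a median percentile of 55.6 in the poly(A)-tailing experiment and 42.5 in the experiment with strains of the deletion collection, and those with increased TE one of 61.4 and 70.8, where r with ∆TE was 0.04 and 0.20. In these, RP genes were at 79.9 and 33.8 and MRP genes at 58.8 and 29.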

We therefore considered the possibility that reduced translation of these mRNAs might be a general consequence of perturbing the ribosome. To assess the specificity of the translational phenotypes of *ASC1* null mutants, we tested four additional ribosomal protein mutants, *rpl23b∆ rpp1a∆, rps0b∆*, and *rps16b∆*, each of which deletes one paralog encoding a core ribosomal protein. 

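The strains rpl23bΔ and rpp1aΔ belong to the main experiment and share its WT libraries, while rps0bΔ and rps16bΔ, taken from the yeast deletion collection, were profiled with a WT of that collection, with 2 FP and 2 total RNA libraries per strain. The 6 FP libraries of the latter experiment held 8632581 to 15323143 counted reads (median 10868893) and its 6 total RNA libraries 5308831 to 8439615 (median 7307879). The names of their WT columns, numbered 1 and 2, repeat those of WT samples of the main experiment, so these columns were taken as a group and each mutant replicate was set against the mean of both WT replicates, which leaves the mean over the 2 replicates as it is. In each deletion strain, reads on the deleted gene fell to background. RPL23B (YER117W) had 88 and 45 FP reads in rpl23bΔ against 10127 and 12030 in WT, and 19 and 34 total RNA reads against 4830 and 7266. RPP1A (YDL081C) had 83 and 19 FP reads in rpp1aΔ against 11257 and 13225, and 22 and 36 total RNA reads against 7109 and 10572. RPS0B (YLR048W) had 112 and 84 FP reads in rps0bΔ against 34047 and 22834, and 79 and 71 total RNA reads against 4031 and 4217. RPS16B (YDL083C) had 38 and 67 FP reads in rps16bΔ against 21753 and 16677, and 60 and 70 total RNA reads against 13181 and 11899. In asc1-M1X, the log2 ∆TE of these genes was -0.24, -0.28, -0.13 and -0.42, with adjusted p = 0.076, 0.0428, 0.231 and 0.00234 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the value of RPP1A was no longer past the threshold when all strains of the experiment entered the fit, while RPL23B passed it with a block for the culture.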

Like *asc1-M1X, rpl23b∆* and *rpp1a∆* show reduced growth on glucose and decreased 60S subunit levels (Figure 5—figure supplement 1A,B). *RPS0B* and *RPS16B* encode small ribosomal subunit proteins that bind the ribosome near the mRNA exit channel in the vicinity of Asc1/RACK1 and deletion of these loci results in increased 60S subunit levels relative to 40S levels (Figure 5—figure supplement 2A and B). However, none of the tested ribosomal protein mutants showed notable similarity to *asc1-M1X* in their translational dysregulation genome-wide (r= -0.06 to 0.18, Figure 5A and B), and they did not display decreased translation efficieny of ‘closed loop’ mRNAs (Figure 5C). 

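TE changed in 128 of 4891 genes in rpl23bΔ (30 upward, 98 downward), 189 of 4890 in rpp1aΔ (64 and 125), 69 of 4832 in rps0bΔ (17 and 52) and 7 of 4832 in rps16bΔ (0 and 7, or 2 and 5 in DESeq2's Wald test, with 481 at an unadjusted p under 0.05), at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With CPM without further scaling, the upward and downward calls were 53 and 68 in rpl23bΔ, 119 and 97 in rpp1aΔ and 39 and 55 in rps0bΔ, so the share of upward calls depends on the scaling. With a block for the culture, the counts rose to 255 in rpl23bΔ and 1032 in rpp1aΔ, and, with the numbers in the column names and chosen after the data were seen, to 163 in rps0bΔ (33.1% upward) and 8 in rps16bΔ (all downward). Per replicate, the SD of log2 ∆TE was 0.33 and 0.38 in rpl23bΔ, 0.32 and 0.33 in rpp1aΔ, 0.28 and 0.32 in rps0bΔ and 0.39 and 0.24 in rps16bΔ. ∆TE correlated with that in asc1-M1X across genes with r = 0.19 in rpl23bΔ (0.19 and 0.25 in the replicates), 0.08 in rpp1aΔ (0.19 and 0.08), 0.02 in rps0bΔ (0.03 and 0.01) and -0.07 in rps16bΔ (-0.07 and -0.04). The first 2 values come from strains that share WT libraries with asc1-M1X, for which simulated unchanged mutants gave r = 0.52 (0.49 to 0.54) and 0.51 (0.48 to 0.54), and a simulated unchanged deletion strain beside asc1-M1X as observed, chosen after the data were seen, gave 0.28 (0.25 to 0.32) in rpl23bΔ. Without shared libraries, in single replicates, r with asc1-M1X was 0.09 (0.05 and 0.12) in rpl23bΔ and -0.00 (-0.03 and 0.03) in rpp1aΔ. Among themselves, rpl23bΔ and rpp1aΔ correlated with r = 0.82 (against 0.53 in unchanged mutants simulated with the shared libraries), and rps0bΔ and rps16bΔ with r = 0.63 (against 0.49). Without shared libraries, r of these pairs in single replicates was 0.61 and 0.33. From the low values beside asc1-M1X, the paper concludes that the translational changes of asc1-M1X are not shared by these strains. 

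**Figure D1:**
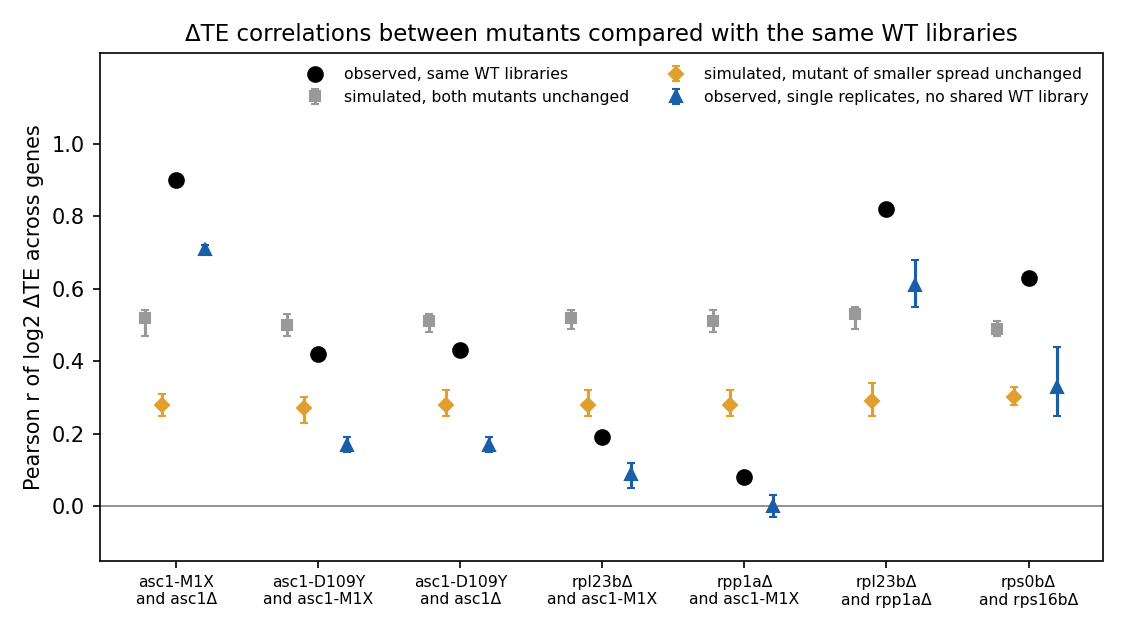
Pearson's r of log2 ∆TE across genes (y axis) for 7 pairs of mutants that share WT libraries (x axis). Black points show the observed values, grey squares the mean of 20 simulations with both mutants unchanged, orange diamonds the mean with the mutant of smaller spread unchanged, and blue triangles single replicates with no shared WT library, with lines for the lowest and highest value; asc1-M1X and asc1Δ stand at 0.90 observed and 0.71 without shared libraries.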

Because the growth and bulk translation phenotypes of these other ribosomal protein mutants are more severe than *asc1-M1X*, any shared defects in gene-specific translation should have been readily detected. Thus, decreased translation of RP genes is not a general feature of slow-growing mutants, ribosomal subunit imbalance, or perturbations in the vicinity of the mRNA exit channel near RACK1.

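Over the 131 RP genes, the median change in TE was 8.09% in rpl23bΔ (15.1 and 3.03% in the replicates), 19.5% in rpp1aΔ (10.9 and 30.1%), -5.39% in rps0bΔ (-8.62 and 0.732%) and 3.82% in rps16bΔ (16.4 and -5.81%). The numbers of RP genes lower than in WT were 44, 18, 75 and 55, respectively. Both replicates of rpl23bΔ and rpp1aΔ lay above 0, while the direction in rps0bΔ and rps16bΔ differed between the replicates, also when, after the data were seen, each was set against the WT column of its own number (-11.9 and 3.3%, and 11.4 and -1.96%). The set test gave adjusted p = 0.949 in rpl23bΔ (0.716 to 0.964 over the alternatives), 0.152 in rpp1aΔ (0.0416 to 0.173), 0.269 in rps0bΔ (0.248 to 0.465) and 0.949 in rps16bΔ. In rpl23bΔ and rpp1aΔ, the median change of RP genes was -21% and -22.2% in total RNA and -15.5% and -7.07% in FP. Over the 78 MRP genes, the median change in TE was 3.72% in rpl23bΔ (10.4 and 2.17% in the replicates), 10.8% in rpp1aΔ (3.97 and 15.8%), -6.99% in rps0bΔ (-9.17 and -4.18%, 53 lower) and 1.47% in rps16bΔ (8.33 and -2.58%), which became -0.412% with TMM scaling, -2.05% with CPM and -1.51% over the more highly expressed MRP genes. Whether each strain differs from asc1-M1X in these sets was not tested. 

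**Figure D2:**
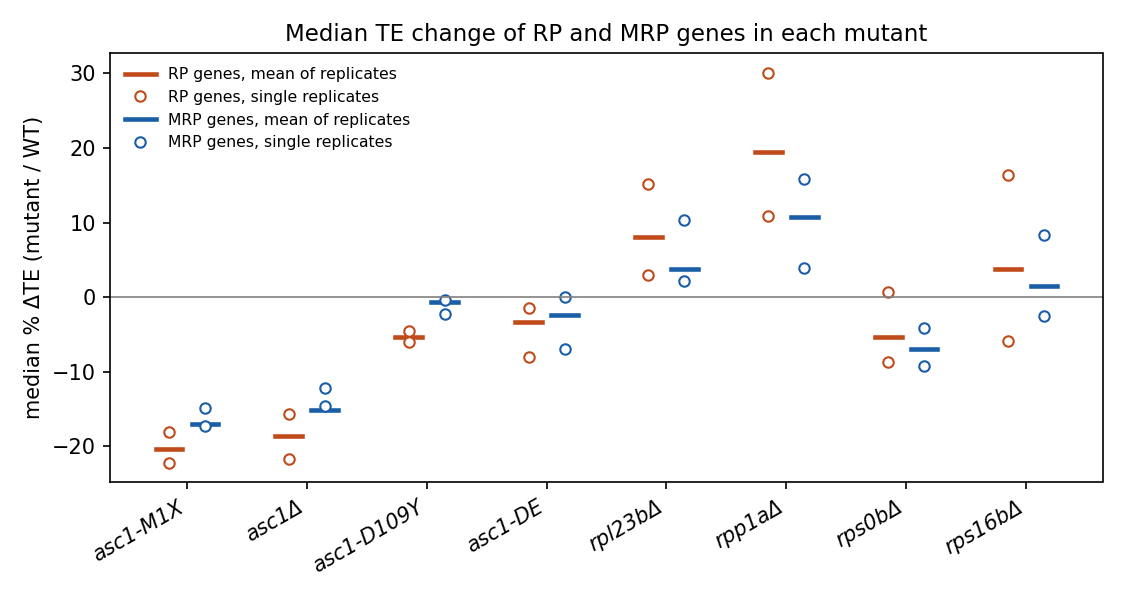
Median percent change in TE (y axis) over the RP genes (red) and the MRP genes (blue) in 8 mutants (x axis), with the mean of the 2 replicates as bars and single replicates as circles. Both sets lie below 0 in both replicates of asc1-M1X and asc1Δ; the MRP direction in asc1-D109Y and asc1-DE and the RP direction in asc1-DE flip with CPM, and the MRP direction in rps16bΔ flips with TMM and with CPM.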

**Figure 5.**
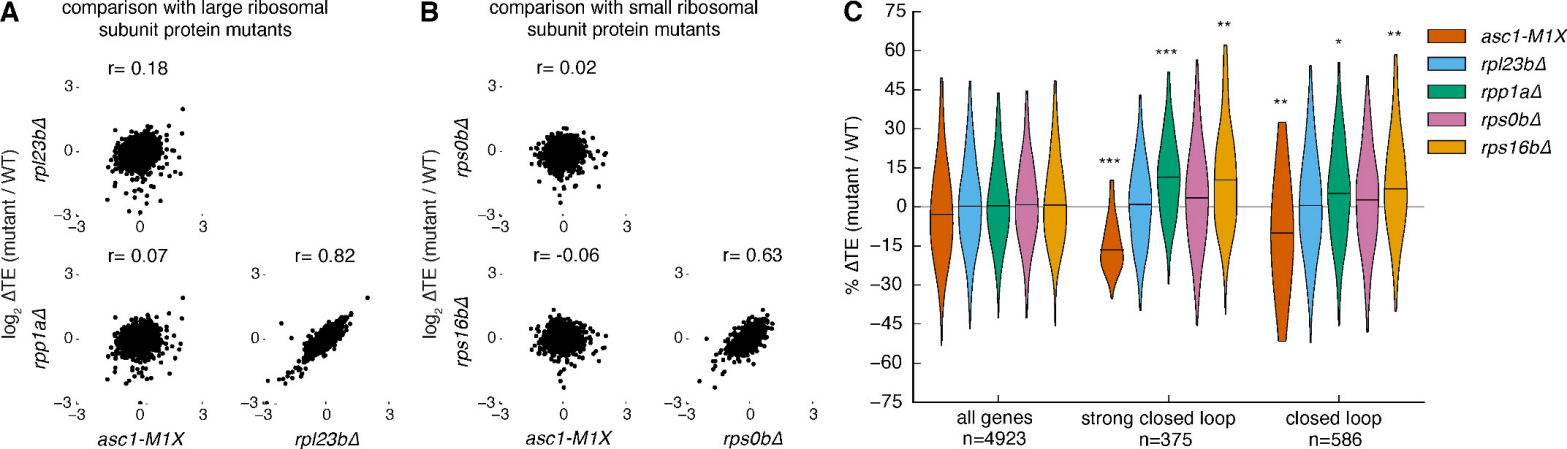
Other ribosomal protein mutants do not share translational phenotypes with the *ASC1* mutants. (**A**) Correlations between ∆TE among *asc1-M1X* and mutants with reduced expression of large ribosomal subunit proteins, *rpl23b∆* and *rpp1a∆*. The Pearson correlation coefficient is shown. (**B**) Correlations between ∆TE among *asc1-M1X* and mutants with reduced expression of small ribosomal proteins in the vicinity of Asc1, *rps0b∆* and *rps16b∆*. The Pearson correlation coefficient is shown. (**C**) Violin plots showing the change in TE for the ‘strong closed loop’ and ‘closed loop’ mRNAs in *asc1-M1X* and the other ribosomal protein mutants. Violin plot parameters are described in Figure 4B. **DOI:** http://dx.doi.org/10.7554/eLife.11154.016

**Figure 5—figure supplement 1.**
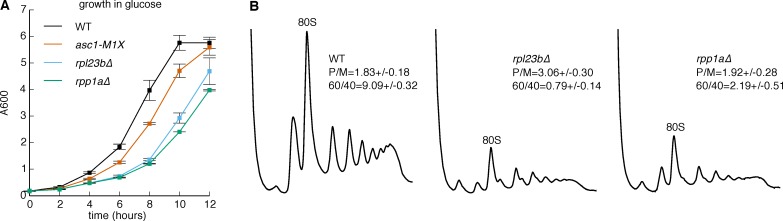
Phenotypes of selected large ribosomal protein mutants. (**A**) Growth curve comparing growth of *asc1-M1X* with other RP mutants *rpl23b∆* and *rpp1a∆* at 30˚C in glucose. (**B**) Polysome profiles of the *rpl23a∆* and *rpp1a∆* mutants at 30˚C. The polysome/monosome (P/M) and 60S/40S (60/40) ratios are shown with s.d. from two biological replicates. **DOI:** http://dx.doi.org/10.7554/eLife.11154.017

**Figure 5—figure supplement 2.**
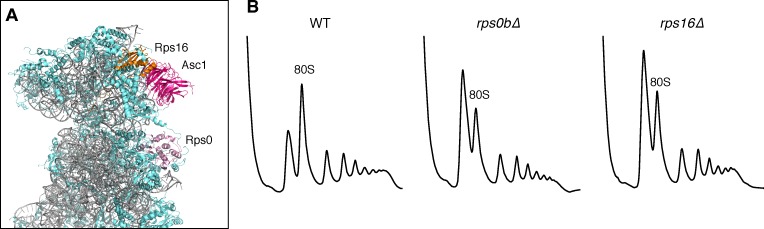
Ribosomal location and phenotypes of selected small ribosomal protein mutants. (**A**) Structure of the yeast 40S ribosome with the positions of Rps0 and Rps16 shown relative to Asc1. Structure taken from Ben-Shem et al. (2011). (**B**) Polysome profiles from WT, *rps0b∆,* and *rps16b∆*. **DOI:** http://dx.doi.org/10.7554/eLife.11154.018

### Loss of Asc1 impairs mitochondrial function in yeast

To assess the physiological significance of gene-specific translation defects in *ASC1* mutants, we looked for phenotypes related to gene categories with significantly impaired translation. In particular, the requirement of Asc1 for efficient MRP translation suggested the possibility of impaired mitochondrial function in *ASC1* mutants. To assess mitochondrial health, we measured growth on the non-fermentable carbon source glycerol, which requires the activity of the mitochondrial respiratory chain to generate energy (Dimmer et al., 2002). When shifted to glycerol-containing media, wild type yeast resumed rapid growth after an initial adaptation phase, but the *asc1-M1X* mutant completed only ~3 doublings before ceasing growth (Figure 6A). In contrast, the *rpl23b∆* and *rpp1a∆* mutants grew better in glycerol than *asc1-M1X*, demonstrating the specificity of this phenotype (Figure 6—figure supplement 1A). Consistent with our results, a proteomic survey of *asc1∆* cells showed a shift away from respiration and towards fermentative metabolism (Rachfall et al., 2012). Because mitochondrial ribosomes are required for mitochondrial biogenesis and function, it is plausible that the growth and metabolic defects of *ASC1* mutants are consequences of the translation defects observed for MRP genes.

**Figure 6.**
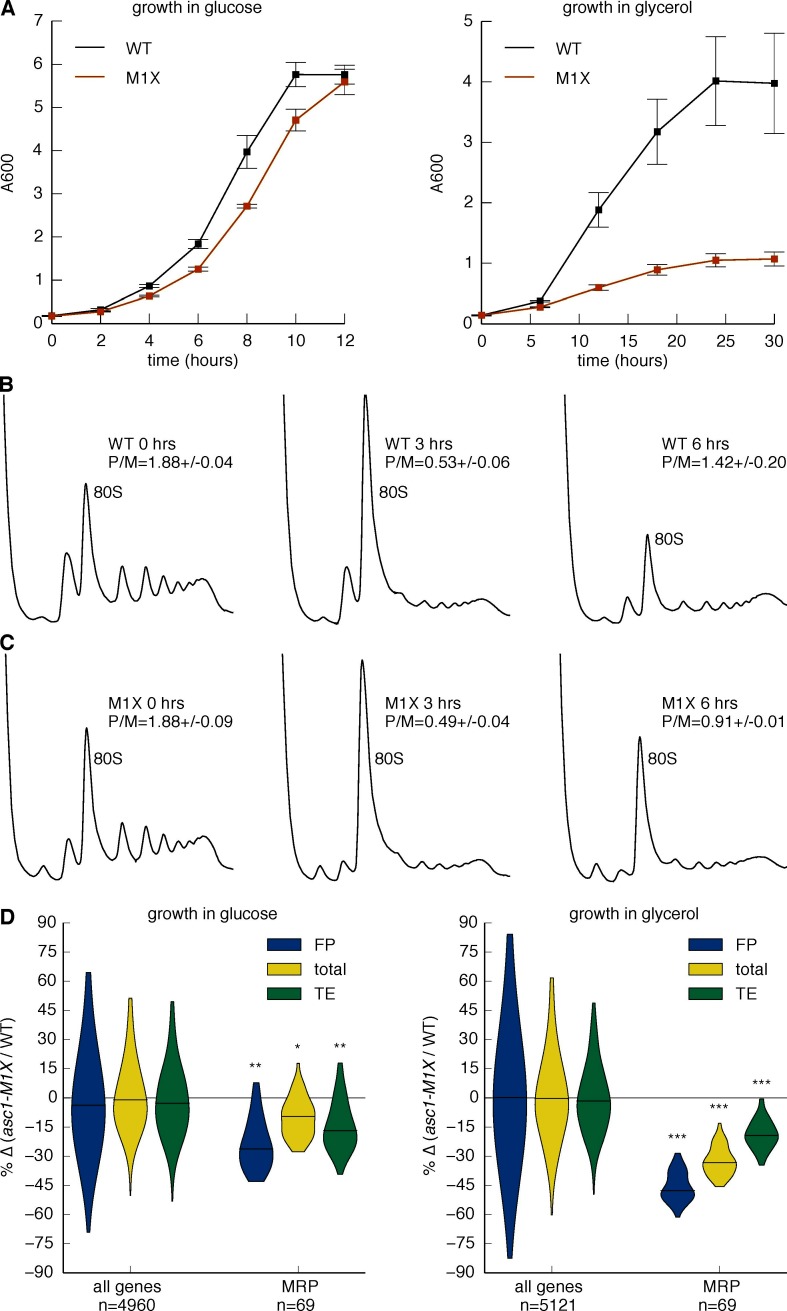
Asc1 is required for adaptation to a non-fermentable carbon source. (**A**) Growth curves of WT and *asc1-M1X* cells after a shift from YPAD to fresh media containing either glucose (left) or glycerol (right). Curves are averages of two biological replicates, error bars are s.d. (**B,C**) Polysome profiles of WT (**B**) and *asc1-M1X* (**C**) yeast after a shift from glucose- to glycerol-containing media. Yeast were shifted at OD_600_=0.5. The polysome/monosome (P/M) and 60S/40S (60/40) ratios are shown with s.d. from two biological replicates. (**D**) Violin plot of the FP, total mRNA, and TE changes in *asc1-M1X* for MRP transcripts during growth in glucose (left, FP and TE data is also represented in Figure 4B,D) or after 6 hr of growth in glycerol (right). Violin plot parameters are as described for Figure 4B. **DOI:** http://dx.doi.org/10.7554/eLife.11154.019

**Figure 6—figure supplement 1.**
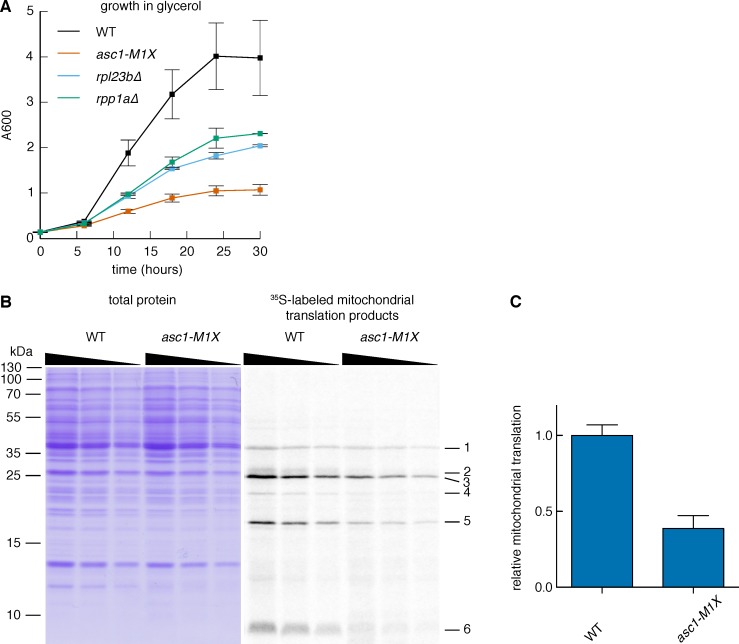
Loss of Asc1 compromises mitochondrial function. (A) Growth curves of *rpl23b∆* and *rpp1a∆* after a shift from glucose- to glycerol-containing media, as described in Figure 6A. Data shown are averages and s.d. from two biological replicates. WT and *asc1-M1X* curves (also shown in Figure 6) are shown for comparison. (**B**) Measurement of mitochondrial translation in WT and *asc1-M1X*. Left: Coomassie stain, used for total protein quantification; Right: ^35^S-labeled mitochondrial proteins. A two-fold dilution series of each sample was loaded to ensure accurate quantification. The six mitochondrial proteins used for quantification are indicated. (**C**) Quantification of mitochondrial translation in WT and *asc1-M1X*. The average change for each of six bands was averaged. Error bars are s.d. from two biological replicates. **DOI:** http://dx.doi.org/10.7554/eLife.11154.020

To directly determine the impact of the MRP translation defects on mitochondrial translation activity, we performed ^35^S metabolic labeling assays in the *asc1-M1X* mutant in the presence of cycloheximide, which inhibits cytosolic but not mitochondrial ribosomes. Synthesis of all mitochondrially-translated proteins was reduced >two-fold in *asc1-M1X* compared to wild type (Figure 6—figure supplement 1B and C). Thus pervasive, moderate impairment of MRP translation is associated with substantial defects in mitochondrial protein synthesis.

Given the severe growth defects of the *asc1-M1X* mutant in glycerol, we wondered whether the moderate impairment of MRP translation observed in glucose would worsen under conditions of increased MRP expression. Adaptation to growth in non-fermentable carbon sources or low glucose is accompanied by a rewiring of the transcriptional network in yeast (Galdieri et al., 2010) and widespread reprogramming of translation (Vaidyanathan et al., 2014). To investigate whether the glycerol growth defect of *asc1-M1X* is linked to inadequate translational adaptation, we examined translation genome-wide 6 hr after transfer from glucose to glycerol, a point just before the resumption of rapid growth in wild type cells (Figure 6A) and coincident with the recovery of polysomes after the initial collapse upon glucose withdrawal (Figure 6B). 

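Ribosome profiling in 3% glycerol used WT and asc1-M1X cells, with 2 FP and 2 total RNA libraries per strain. The records of these libraries describe the cells as growing at mid-log phase in glycerol, whereas the paper places them 6 h after the shift; they are called the libraries in glycerol here. The 4 FP libraries held 6230452 to 10360183 counted reads (median 7967073) and the 4 total RNA libraries 5330483 to 7359355 (median 6643558). The asc1-M1X FP libraries held 90 and 137 ASC1 reads against 6361 and 10783 in WT, and its total RNA libraries 6984 and 8003 against 7002 and 10913. TE changed in 11 of 5083 genes at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (661 at an unadjusted p under 0.05), 7 upward and 4 downward (9 and 3 with CPM), and in 572 with a block for the culture, 213 upward and 359 downward. The 4 downward were ASC1 (log2 ∆TE -5.79), PRY1 (YJL079C, -1.44), CPA1 (YOR303W, -1.26) and YOL036W (-0.97), the last 3 named after their values were seen. Per replicate, the SD of log2 ∆TE across genes was 0.40 and 0.36, against 0.26 between the WT replicates in glycerol, and r between the replicates was 0.52. None of the libraries of this experiment was grown in glucose, so the medium and the experiment cannot be told apart in the comparisons with glucose.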

In the *asc1-M1X* mutant, polysomes recovered only partially (Figure 6C). Moreover, the ribosome-associated pool was strongly depleted of MRP mRNAs compared to wild type (Figure 6D). However, the magnitude of translational defect (ΔTE) for this class of mRNAs was similar in both glucose and glycerol, supporting a constitutive rather than regulatory role for Asc1 in translation of MRP mRNAs (Figure 6D). 

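In glycerol, FP on the 78 MRP genes in asc1-M1X changed by a median of -46.9% (-41.9 and -50.2% in the replicates), and each of the 78 was lower than in WT. The set test gave adjusted p = 0.0627 for this decrease (0.0237 to 0.12 over the alternatives). Total RNA of MRP genes changed by -32.9% (-24.2 and -41%, 78 of 78 lower; adjusted p = 0.108, range 0.0592 to 0.241). FP on the 131 RP genes changed by -46.1% (-50.2 and -40.7%, 128 lower; adjusted p = 0.0218, range 0.0119 to 0.0733) and their total RNA by -32.2% (-27.2 and -37.3%, 129 lower; adjusted p = 0.0627, range 0.0262 to 0.15). The change between WT and asc1-M1X was lower in glycerol than in glucose for FP in 78 of 78 MRP genes and for total RNA in 77.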

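The median change in TE in asc1-M1X in glycerol was -19.7% over MRP genes (-25 and -16.9% in the replicates), with 78 of 78 lower than in WT, and -17.6% over RP genes (-30.4 and -2.77%), with 122 of 131 lower. The RP value thus rests largely on replicate 1, without which it was -2.77%. The set test gave adjusted p = 0.36 for MRP (0.144 to 0.429 over the alternatives) and 0.282 for RP genes (0.242 to 0.376). The difference between glycerol and glucose was tested as an interaction between library type, strain and medium, which gave adjusted p = 0.608 for MRP genes (0.169 to 0.781 over the alternatives), with a median log2 difference of -0.07 and 48 of 78 genes lower in glycerol, and 0.712 for RP genes (0.495 to 0.948), with 0.04 and 49 of 131, where the direction of the set test was downward. With a block for the culture, chosen after the data were seen, the set test of this difference gave adjusted p = 0.169 for MRP and 0.495 for RP genes (adjusted over these 2), both downward. Gene by gene, 37 of 5201 genes passed an adjusted p of 0.05 in this interaction (762 at an unadjusted p under 0.05), and 0 of the 36 with a lower value in glycerol were RP or MRP genes. With the block for the culture, 440 genes did, 38 of them with a higher and 402 with a lower value in glycerol, the latter with 6 MRP and 2 RP genes. The single gene with a higher value without the block was GCN4 (YEL009C), named after its value was seen, with a log2 difference of 1.10 (SE 0.17, adjusted p = 0.0119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the similar size of the MRP change in both media, the paper proposes that the role of Asc1 at MRP mRNAs is constitutive.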

The fact that *asc1-M1X* shows a bulk translation defect in glycerol but not in glucose may reflect the fact that MRP mRNAs make up a larger portion of the translatome in glycerol. Thus, the cellular context is an important factor in determining the phenotypic consequences of translational perturbations in *asc1-M1X* and likely in other ribosomal protein mutants as well. 

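MRP genes took 0.37% of all counted FP reads in WT in glucose (0.357 and 0.383% in the replicates) and 1.97% in WT in glycerol (1.72 and 2.22%). In total RNA their share was 0.397% in glucose and 3.12% in glycerol (2.83 and 3.4%). In asc1-M1X their FP share was 0.323% in glucose and 1.16% in glycerol (1.08 and 1.23%), and their share of total RNA in glycerol was 2.32%. RP genes went the other way in FP, from 20.3% in WT in glucose to 7.14% in WT in glycerol, and in asc1-M1X from 15.8% to 4.5%. For the total RNA of RP genes the WT shares were 13.6% in glucose and 17.3% in glycerol.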

Taken together, our results suggest an important role for Asc1 in supporting cellular respiration by promoting synthesis of mitochondrial ribosomal proteins.

## Discussion

Here we have demonstrated that the eukaryote-specific ribosomal protein Asc1/RACK1 is required for efficient translation of short mRNAs, a category that includes functionally related groups of genes required for vital cellular processes (e.g. cytoplasmic and mitochondrial ribosomal proteins). A correlation between ORF length and translation efficiency or ribosome density has been observed since the advent of genome-wide translation profiling (Arava et al., 2003; Ingolia et al., 2009) and we observed this relationship in data collected from diverse eukaryotes including yeast, nematodes, mice, and humans (Guo et al., 2010; Stadler and Fire, 2011). To account for this trend, it was proposed that the rate of translation initiation is higher for short ORFs (Arava et al., 2005; Shah et al., 2013), but the mechanism(s) underlying length-dependent initiation rate differences were unknown.

It has been suggested that the increased probability of mRNA circularization by diffusion could make initiation more efficient on short mRNAs (Chou, 2003; Guo et al., 2015). Our results add an additional nuance to these physical models — the presence of a ribosome-dependent regulatory mechanism that specifically enhances the translation of short mRNAs by promoting the formation and/or function of the closed loop. Our analyses reveal a clear trend that short mRNAs preferentially associate with closed loop factors in vivo, and consistent with these observations, short mRNAs form more stable closed loop complexes than longer mRNAs in vitro (Amrani et al., 2008). A challenge for the future will be to determine how the mRNA, the closed loop factors, and the ribosome cooperate to privilege the translation of short mRNAs.

How might Asc1/RACK1 promote closed loop formation? RACK1’s placement on the solvent exposed side of the head of the small subunit puts it in close proximity to the mRNA exit channel, in a position with the potential to interact with the mRNA-bound closed loop factors during initiation. Intriguingly, eIF4G co-purifies with Asc1 from yeast lysates under stringent conditions in which most other initiation factors do not (Gavin et al., 2002; 2006), suggesting that Asc1 may interact directly with the closed loop via eIF4G. Our results also raise the possibility that translation of many mRNAs could be co-regulated by mechanism(s) that target Asc1/RACK1’s function in closed-loop-dependent initiation. Moving forward, it will be important to determine how the many signaling pathways that have been linked to Asc1/RACK1 impact the translation of closed-loop-dependent mRNAs.

More generally, our study highlights the fact that individual ribosomal proteins can contribute to efficient translation of subsets of mRNAs with important consequences for cellular physiology. In particular we show that loss of the non-essential ribosomal protein Asc1/RACK1 causes a concerted decrease in MRP expression that leads to mitochondrial insufficiency. Given the central role of mitochondria in energy and metabolite production in eukaryotic cells, it is not surprising that mitochondrial defects elicit pleiotropic consequences (Calvo and Mootha, 2010; Fleming et al., 2001; Kushnir et al., 2001; Shoffner et al., 1990; Vafai and Mootha, 2012). In light of our findings, many of Asc1/RACK1’s ascribed cellular functions should be re-evaluated for potential connections to mitochondrial dysfunction. Finally, it is intriguing that several distinct mutations in human ribosomal proteins and ribosome biogenesis factors result in anemia, the cause of which is currently the source of much debate (Freed et al., 2010; Narla et al., 2011). Given that many forms of heritable anemia have been traced to defects in mitochondrial iron metabolism (Dailey and Meissner, 2013; Huang et al., 2011), it will be interesting to see whether translation of nuclear-encoded mitochondrial proteins is affected in these diseases and whether these defects contribute to pathogenesis.

## Materials and methods

### Plasmid construction

The cDNA encoding the I27 domain monomer from human cardiac titin was a generous gift from Julio Fernandez. The I27 monomer was fused to a serine-glycine linker (SGGGGG) followed by the V5 epitope tag. The I27 octamer was made using the iterative subcloning method that relies upon the compatible cohesive ends of BamHI and BglII and results in an arginine-serine linker added between individual domains (Hoffmann and Dougan, 2012). I27 proteins were expressed under the *GAL1* promoter and followed by the *CYC1* terminator in the pRS415 low-copy yeast vector.

### Yeast strain construction

Deletion strains of the *ASC1, RPL23B*, and *RPP1A* loci were obtained by homologous recombination using the pFA6a-kanMX6 plasmid as a template and PCR product adding 40 nt of homology to each side of the kanMX6 cassette (Longtine et al., 1998). Isolates were confirmed by PCR. Deletion strains of *RPS0B, RPS16B*, and their isogenic wild type were obtained from the Sigma1278b deletion collection (Dowell et al., 2010). To make the *ASC1* protein null alleles, a codon early in the *ASC1* open reading frame was mutated to a stop codon, denoted as X (i.e. M1X, E5X). Integration of mutant *ASC1* alleles was performed using the two-step gene replacement strategy. First, the *URA3* marker was integrated at the *ASC1* locus. Subsequently, *ASC1* mutant alleles were amplified by PCR from plasmid templates and integrated into the *asc1::URA3* strain at the *ASC1* locus. Isolates were identified by 5-FOA resistance and correct integration was confirmed by sequencing. All strains were constructed in the Sigma1278b strain background.

### Yeast growth

Yeast were cultivated in liquid or on solid (2% agar) YPAD media (yeast extract, peptone, dextrose (2% w/v) supplemented with adenine hemisulfate). Liquid cultures were grown with rapid agitation at 30˚C, unless otherwise noted, and harvested at OD 0.6–0.9 (0.6-0.7 for ribosome footprint profiling experiments in YPAD). For glycerol shift polysome experiments, yeast were grown to mid log phase (OD 0.5–0.6) in YPAD and then media was removed by brief centrifugation and replaced with YPAG (YPA + 3% (w/v) glycerol). For the yeast growth curves, yeast were diluted from saturated cultures into fresh media and allowed to double 1–2 times before rediluting to an OD of 0.1 in glucose- or glycerol-containing media.

### Polysome analysis

Cycloheximide (CHX, Sigma-Aldrich, St. Louis, Missouri) was added to a final concentration of 0.1 mg/ml to cells and incubated an additional 2 min at the growth temperature with shaking. Cells were rapidly cooled and washed with polysome lysis buffer (PLB: 20 mM Hepes-KOH, pH 7.4, 2 mM Mg acetate, 100 mM K acetate, 3 mM DTT, 0.1 mg/ml CHX + 1% Triton X-100). Formaldehyde crosslinking experiments were performed as described (Valásek et al., 2007). 10–15 OD260 units were loaded on 10–50% sucrose gradients in polysome gradient buffer (PGB: PLB –Triton) and centrifuged in an SW 41 rotor (Beckman Coulter, Brea, California) at 35,000 rpm for 3 hr. Fractions were collected from the top using a BioComp Gradient Station (Biocomp Instruments, Canada). To calculate the ratio of free 60S/40S subunits, A254 traces of the native polysome profiles (without dissociation into free subunits) were quantified with a custom script, available on github: https://github.com/marykthompson/Thompson_eLife_2016/. Minima were identified and used as boundaries for each peak. Values are the integral under the curve to the baseline, which was set as a line connecting the lowest minimum in the first half of the trace with the lowest minimum in the second half of the trace.

### Ribosome footprint profiling

Ribosome footprint profiling was performed essentially as described (Ingolia et al., 2009) with the following modifications: monosomes were isolated manually from 10–50% sucrose gradients. 50 A260 units were digested with 750 U of RNAse I (Ambion, Waltham, Massachusetts). Selective precipitation was used to enrich for small RNA fragments prior to size selection of 28mers on denaturing gels. In brief, RNA samples were resuspended in GuHCl buffer (8 M guanidine HCl, 20 mM MES hydrate, 20 mM EDTA) and brought to 33% ethanol before binding to a silica-based column (Zymoprep-V, Zymoresearch, Irvine, California) to precipitate and remove large RNAs. The eluate was brought to 70% ethanol to precipitate small RNAs. Total RNA for accompanying RNA-seq samples was isolated from the same cell extracts used for footprint library generation using the hot acid phenol method. Poly(A) selection was performed using oligo-dT cellulose (Sigma-Aldrich or NEB, Ipswich, Massachusetts) as previously described (Sambrook et al., 2001). For experiments using rRNA-depletion to enrich for coding transcripts, the Ribo-Zero kit (Epicentre, Madison, Wisconsin) was used. The *asc1-DE* and matched WT libraries were constructed using an earlier version of the protocol that used Microcon YM-100 (EMD Millipore, Billerica, Massachusetts) filters to enrich for small RNA fragments, poly(A) tailing to capture the small RNA fragments, and downstream library construction steps as previously described (Ingolia et al., 2009). For all other libraries, we ligated a pre-adenylated 3’ adaptor (5Phos/TGGAATTCTCGGGTGCCAAGG/3ddC/) to the fragments using T4 RNA Ligase 1 (NEB). First strand synthesis was performed with Superscript III (Life Technologies, Carlsbad, California) or AMV (Promega, Madison, Wisconsin) using primer OJA225 (/5Phos/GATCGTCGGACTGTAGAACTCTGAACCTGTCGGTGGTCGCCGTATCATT/iSp18/CACTCA/iSp18/GCCTTGGCACCCGAGAATTCCA). cDNA was amplified using primer oNTI230 (AATGATACGGCGACCACCGA) and (CAAGCAGAAGACGGCATACGAGATXXXXXXGTGACTGGAGTTCCTTGGCACCCGAGAATTCCA), where XXXXXX denotes a six nucleotide barcode used to distinguish samples run in the same lane. Samples were run on an Illumina HiSeq 2000 instrument or an Illumnina GAIIx.

### qRT-PCR

RNA was extracted using the hot acid phenol method. RNA was treated with TURBO DNase (Life Technologies). First strand synthesis was performed with AMV Reverse Transcriptase (Promega) using an anchored oligo-dT primer (for coding transcripts) or a random hexamer primer (for *SNR24*). Quantitative PCR was performed with SYBR Fast reagents (Kapa Biosystems, Wilmington, Massachusetts) using a Lightcycler 480 (Roche, Switzerland). Gene-specific primer sequences are: ACT1: (TTCTGAGGTTGCTGCTTTGG, CTTGGTGTCTTGGTCTACCG), ASC1: (ATGTTTGGCCACTTTGTTGG, GTTACCGGCAGAAATGATGG), MRP2: (AATAGGTGCGTGGACTCTGG, CTGGCAAATTACCCTTCAGAGC), SNR24: (TTGCTACTTCAGATGGAACTTTG, TCAGAGATCTTGGTGATAATTGG), V5: (AGATCTTCCGGAGGCGGG, GGATCTATTACGTAGAATCGAGACC), YML6: (AGAGTAGGCGCCTCAAATCC, TTGGAGAGTTAGCATCCCCG), 18S: (TGGCGAACCAGGACTTTTAC, CCGACCGTCCCTATTAATCAT), FLUC: ( GTACCAGAGTCCTTTGATCGTGA, ACCCAGTAGATCCAGAGGAATTC).

### Western blotting

Total protein levels were determined using the BCA assay (Thermo Scientific, Waltham, Massachusetts). For total Asc1 level quantification, 1 μg of total protein obtained by TCA precipitation followed by cell lysis was loaded onto 12% SDS-PAGE gels. For polysome Westerns, the same volume of each fraction was loaded per well. Blots were overexposed to show the remaining ribosome-associated protein for the ribosome-binding mutants. Membranes were blotted with α-Asc1 (Coyle et al., 2009) and α-Pgk1 (Life Technologies 22C5D8). After secondary antibody incubation, blots were incubated with ECL (GE Healthcare Life Sciences, United Kingdom) and exposed to X-ray film.

### ORF length reporter assays

Yeast grown overnight in SC-Leu (synthetic complete media lacking leucine) were diluted to OD 0.2 in YPA + 2% galactose and grown for 8 hr before harvest. Cells were lysed in PBS pH 7.4 supplemented with protease inhibitors (1X Roche complete mini EDTA-free, 1 mM PMSF) with glass beads. Total protein was quantified by the BCA assay (Thermo Scientific) and 1 ug (octamer) or 2 ug (monomer) total protein was loaded per lane with each sample loaded in 4 different lanes as technical replicates for each of three biological replicates. A standard curve encompassing 2X, 1X, 0.5X and 0.25X of the WT extract concentration was loaded on each gel. Western blotting was performed using the ECL Plex kit (GE) according to the manufacturer’s instructions and blots were scanned with a Typhoon imager (FLA 9500, GE). Primary antibodies were α-Pgk1 (Life Technologies 22C5D8) and α-V5 (Sigma-Aldrich V8137). Images were quantified with ImageStudio (LI-COR Biosciences, Lincoln, Nebraska) and the values of each sample were calculated relative to the standard curve. Although all standards were in linear range (linear fit of signal vs. concentration r^2^ ≥ 0.95 for all blots), we used a quadratic fit as it fit the standards slightly better. RNA was extracted from the extracts in parallel, and the mRNA levels of each reporter were quantified by qRT-PCR using primers recognizing the region encoding the V5 tag and normalized to 18S levels also determined by qRT-PCR. For each sample, a translation efficiency was calculated from the ratio of the normalized protein levels of the reporter (V5 protein/Pgk1 protein) to the normalized mRNA levels of the reporter (V5 mRNA/18S rRNA).

### Mitochondrial translation

Mitochondrial translation products were labeled with ^35^S-methionine as previously described (Funes and Herrmann, 2007). In brief, cells were grown overnight in SC-Met (with glucose) to OD 0.4 then transferred to SC-Met with glycerol for 3 hr. Equal OD units of cells were then incubated with ^35^S-methionine (EasyTag L-[35S]-Methionine, PerkinElmer, Waltham, Massachusetts) and cycloheximide to inhibit cytoplasmic protein synthesis. After 30 min, total protein synthesis was halted by the addition of puromycin. TCA-precipitated protein was visualized by Coomassie staining (total protein normalization) and autoradiography on a Typhoon imager (mitochondrial proteins). Total protein in each sample was quantified with ImageJ using Coomassie signal across the whole lane. Six bands corresponding to mitochondrial translation products were quantified with ImageQuant (GE).

### Read mapping and positional alignment

Yeast reads were aligned to the Sigma1278b (Dowell et al., 2010) genome downloaded from the Saccharomyces Genome Database on June 29, 2014. We used Tophat to map first to annotated splice junctions and then to the genome. We used only uniquely-mapping reads for all downstream analyses. Because ribosome footprint reads generally start 12 nt upstream of start codons and end 18 nt upstream of stop codons (Ingolia et al., 2009), we used only reads mapping within these boundaries. Additionally, to avoid potential variability that can be present at the 5’ end of mRNAs, we excluded the first 30 codons from counting for quantification of gene expression.

### Gene expression analysis

For comparisons between libraries, we used normalized values obtained from running count data through the DE-Seq package (Anders and Huber, 2010) because RPKM values are strongly biased by the transcript lengths of the RNA pool (Wagner et al., 2012). For gene expression measurements, we only included genes for which there were at least 128 mapping reads total among the libraries used for the analysis (Ingolia et al., 2009). All analyses were performed with custom Bash and Python scripts written in-house, available on github: https://github.com/marykthompson/Thompson_eLife_2016/. Data in figures represent the average of two biological replicates. Figures were constructed using Matplotlib (Hunter, 2007).

### ORF length correction of ∆TE values for closed loop groups

To determine whether the decrease in translation efficiency of the ‘closed loop’ mRNAs in *asc1-M1X* could be accounted for completely by the relationship between ∆TE and ORF length, we first regressed ∆TE against ORF length. We then took the residuals from this correlation (i.e. the part of ∆TE that cannot be accounted for by the global correlation between ∆TE and ORF length) and plotted these values among the ‘strong closed loop’, ‘closed loop’ and ‘other’ mRNAs, as shown by the dashed lines in Figure 3H and I. Note that this analysis assumes linear relationships between ∆TE and ORF length. These results demonstrate that the decrease in translation efficiency of the ‘closed loop’ mRNAs in *asc1-M1X* is more than would be expected if ∆TE was determined entirely by ORF length, thus suggesting that ‘closed loop’ enrichment may be more important. However, as with all correlative analyses, the results cannot assign causality.

### Analysis of TE in other organisms

For correlations of TE with ORF length shown in Figure 3—figure supplement 3, processed data files were downloaded from NCBI GEO and used to calculate TE. Only genes in which the pooled the reads or scaled reads (for Stadler and Fire, 2013) from footprint and total RNA libraries reached 128 reads were included.

### Pathway analysis

To identify groups of genes with significantly altered TE in yeast mutants, we used the Mann Whitney U test and report one-sided p-values for groups of genes with significantly altered TE each condition. For this analysis, we included all genes without filtering for read cutoff and added a pseudocount of one read in cases where >1 read was detected in some but not all libraries.

### Motif finding

We used MEME (Bailey and Elkan, 1994) to identify motifs present in 5′ UTRs of the selected groups of mRNAs. 5′ UTR boundaries were taken from the median UTR length reported in Pelechano et al. (2014). UTRs <8 nt were excluded from the motif analysis. WebLogo (Crooks et al., 2004) was used to generate sequence logos.

### Data sources for mRNA attributes

5′ and 3′ UTR lengths were taken as the median length from Pelechano et al. (2014). MFEs were calculated by running these sequences through RNAfold (Gruber et al., 2008) with temperature set to 30˚C and otherwise default parameters. Translation adaptation index values per gene were calculated by Eckhard Jankowsky and colleagues using values from Tuller et al. (2010). Poly(A) tail length was taken from Subtelny et al. (2014). Wild type protein levels were taken from de Godoy et al., 2008.

How the deposited data were processed for this re-analysis (not part of the article)

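The data are ribosome profiling of the yeast strains of the study, with footprint (FP) and total RNA libraries in 5 experiments and 56 libraries in all. The main experiment holds WT, asc1-M1X, asc1Δ, asc1-D109Y, rpl23bΔ and rpp1aΔ in glucose, the poly(A)-tailing experiment holds asc1-DE and a WT of its own, the deletion collection experiment holds rps0bΔ, rps16bΔ and their WT, the glycerol experiment holds WT and asc1-M1X, and the Ribo-Zero experiment holds total RNA of WT and asc1-M1X set against the FP libraries of the main experiment. Each strain has 2 FP and 2 total RNA libraries per experiment. Strains were taken from the sample labels. The reads of the mutated or deleted gene gave a check for asc1-M1X, asc1Δ and the 4 strains that lack a paralog, and none for the alleles asc1-D109Y and asc1-DE.

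The authors aligned reads to the Sigma1278b genome with Tophat, kept reads with a single place of alignment, left out the first codons, and deposited the count of reads on each ORF without normalization. They also deposited a density for each ORF in RPKM, which implies one constant length of 270 nt for nearly every ORF and so was used to check that length alone. The authors further deposited log2 fold changes in FP, total RNA and TE, with values in every column for 4589 of 5547 ORFs, and their ∆TE correlated with that computed here with r from 0.9945 in asc1-DE to 0.9998 in asc1-M1X, and their FP and total RNA changes with r from 0.9933 to 0.9999. The values in the passages were computed from the counts.

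Libraries held 1719206 to 15323143 counted reads with a median of 7168065, and the reads per library type are given with each experiment. The tables hold 5525 to 5554 ORFs after 19 genes of the mitochondrial genome were left out, and no column of per-sample counts was left out. Of 5563 distinct ORF identifiers, 5560 had a match in the S288C reference R64, which was used for gene symbols and for overlaps of named genes and not for coordinates, because the counts were made on another strain. Apart from snoRNA genes inside ASC1 and RPS22B, no named gene overlapped another gene in R64.

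Counts were scaled by median-ratio size factors within each library type, as in DESeq. TE was the scaled FP count over the scaled total RNA count, and ∆TE was the log2 ratio of TE between a mutant replicate and the WT replicate of the same number, averaged over 2 replicates. In the deletion collection experiment the numbered names of the WT columns repeat those of WT samples of the main experiment, so the columns were taken as a group and each mutant replicate was set against the mean of both. A gene entered with at least 128 reads summed over the FP libraries and at least 128 over the total RNA libraries of a comparison. Changes in FP, total RNA and TE were tested on counts with edgeR 4.0.16 (quasi-likelihood test, TMM scaling within each library type, Benjamini-Hochberg adjustment over the genes tested, threshold 0.05) in R 4.3.3, with the WT and the mutant of a comparison in the fit. The difference between media and that between RNA selections were tested as interactions in one fit. Sets of RP and MRP genes were chosen by gene symbol and tested with fry in limma 3.58.1, adjusted over 32 set tests. Some alternatives held fewer set tests and were adjusted over 28, 16, 4 or 2. Ranges over the alternatives thus also reflect the size of the adjustment. A one-sided rank test of the sets across genes, in the form of the paper's, was planned and run, but the passages do not use it, since genes are not replicates. DESeq2 1.42.0 gave an alternative test. Other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

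On counts simulated for WT and asc1-M1X, DESeq2 recovered 182 of 200 genes with a true log2 change of 1 (91%) with 9 false calls, and edgeR with a block for the culture recovered 191 (95.5%) with 8. Mutants compared with the same WT libraries share the noise of those libraries, so correlations between them are given beside 20 simulations per pair in which both mutants were unchanged, and beside values in which the mutants were set against different WT libraries. The values with different WT libraries use single replicates, so they also lack the averaging over 2 replicates. After the data were seen, simulations were added in which one mutant was unchanged and the other had its observed changes. For strains of the main experiment, the noise in these simulations of pairs was estimated with the poly(A)-tailing libraries included. In all of them libraries were drawn independently, without the variation shared by libraries of one number. The simulated values are therefore approximate.

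Whether equal replicate numbers pair the libraries was checked as the correlation across genes of their deviations from the group means. For FP and total RNA of one number it lay between 0.02 and 0.53 in 14 pairs, of which 12 were over 0.1, and for mutant and WT of one number between 0.01 and 0.69 in 15 pairs, of which 13 were over 0.1. The paper states that total RNA came from the extracts used for FP, so the fit with a block for the culture is given where it moved a result, and the fit with a block for the number is given with the alternatives.

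Genes are named by a fixed rule: ASC1, SNR24, RPL23B, RPP1A, RPS0B, RPS16B, MRP2 and YML6, and the 3 genes with the largest increase and the 3 with the largest decrease in TE in asc1-M1X among those past the threshold in asc1-M1X and asc1Δ with the same sign in both replicates of both. Any other named gene is marked as chosen after its values were seen. The alternatives tried were other scalings (TMM or CPM for the values, median-ratio factors for the tests), at least 10 reads in every library, no read minimum, a pseudocount of 1 over all genes, summed replicates, Spearman's rho, separate WT libraries, the upper part of each gene set by WT reads, blocks for culture and number, all strains of an experiment in one fit, DESeq2, and leaving out each replicate.

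The relation of TE to ORF length was not analysed here, because the reference holds another strain and the deposited densities use a constant length. SNR24, the asc1-E5X allele, polysome, closed-loop, mRNA half-life and untranslated region data were not analysed here.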

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

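Among the tests below, that of unusual WT libraries at GCN4, that between asc1Δ and asc1-D109Y, that of the Ribo-Zero libraries and those of the difference between the media experiments were chosen only after the results were seen.

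TE of GCN4 (YEL009C), a gene the paper does not discuss and that was named after its values were seen, was lower than in WT in all 4 strains that lack a paralog of a core ribosomal protein. The log2 ∆TE was -2.83 in rpl23bΔ (SE 0.13, adjusted p = 1.48e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; replicates -2.82 and -2.85), -2.97 in rpp1aΔ (SE 0.08, adjusted p = 2.08e-08; -3.04 and -2.89), -1.75 in rps0bΔ (SE 0.11, adjusted p = 5.8e-08; -1.79 and -1.67) and -1.43 in rps16bΔ (SE 0.20, adjusted p = 0.00789; -1.53 and -1.23). The lowest number of GCN4 reads in any library of these comparisons was 405, 363, 969 and 1694, which argues against too few reads. In asc1-D109Y, compared with the same WT libraries as rpl23bΔ and rpp1aΔ, the log2 ∆TE of GCN4 was 0.16 (SE 0.07), which argues against unusual GCN4 reads in those WT libraries. The WT libraries of rps0bΔ and rps16bΔ are shared by that pair alone, so an unusual WT was not tested for them. If less Gcn4 protein is made, total RNA of the genes it activates should fall. Over 22 such genes, listed before their values were looked up and without LYS2, whose value had been seen, the median log2 change in total RNA was -0.85 in rpl23bΔ (22 of 22 lower, adjusted p = 1.04e-05 from fry over 10 set tests), -0.88 in rpp1aΔ (22 of 22, adjusted p = 2.67e-06) and -0.48 in rps0bΔ (17 of 22, adjusted p = 0.0466), consistent with less Gcn4 in these strains. In rps16bΔ it was -0.15 (15 of 22 lower), but the direction of the set test was upward (adjusted p = 0.137), so this leaves it open. The same genes were higher in asc1-M1X (0.11, adjusted p = 0.00328), asc1Δ (0.07, adjusted p = 0.00864) and asc1-D109Y (0.24, with 0 of 22 lower, adjusted p = 0.000838). That loss of a paralog lowers translation of GCN4 may thus be a biological effect in rpl23bΔ and rpp1aΔ, as a hypothesis found and tested on one set of libraries; a difference in growth state between the strains was not tested.

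Total RNA of SPC24 (YMR117C), the neighbour of ASC1, which the paper does not discuss and which was named after its values were seen, was lower in asc1Δ by a log2 change of -0.97 (SE 0.22, adjusted p = 0.00537 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; replicates -1.06 and -0.94) and in asc1-M1X by -0.54 (SE 0.17, adjusted p = 0.0248; -0.57 in each replicate). Reads of ASC1 RNA counted on SPC24 would lower it where ASC1 RNA is lost and raise it where ASC1 RNA is higher. In asc1-D109Y, whose higher ASC1 RNA would then give SPC24 a change of 0.39, the log2 change of SPC24 was -0.19 (SE 0.21; replicates -0.67 and 0.13), which argues against that explanation for both strains. SPC24 has few reads, 50 to 62 per total RNA library in asc1Δ, 75 to 84 in asc1-M1X and 102 to 121 in WT. Its FP did not follow, with log2 changes of 0.01 in asc1Δ and 0.09 in asc1-M1X, and with Ribo-Zero the total RNA change in asc1-M1X was -0.56 (adjusted p = 0.0918). An effect of the altered locus on its neighbour was not tested.

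The change in total RNA between WT and asc1-M1X differed between poly(A) selection and Ribo-Zero in 66 genes in a test of the difference itself. None of them was an RP or MRP gene (0 of each), and in WT they were abundant, with a median percentile of total RNA of 92.7. Over 65 of them with values, the median log2 change was -0.19 with poly(A) selection and 0.22 with Ribo-Zero, so that their median log2 ∆TE was 0.48 with the former and 0.02 with the latter. If the poly(A)-selected asc1-M1X libraries alone were off at these genes, asc1Δ would be unaffected, but its median was -0.18. If the poly(A)-selected WT libraries were off, every mutant compared with them would be lower, but the median was -0.01 in asc1-D109Y (38 of 64 genes lower). Set directly against asc1-D109Y, without any WT library, asc1Δ was lower by a median log2 of -0.16 (-0.14 and -0.16 in the replicates, 43 of 64 genes), which argues against unusual WT libraries as the whole cause. The medians were also lower in rpl23bΔ (-0.18, 44 of 64) and rpp1aΔ (-0.13, 44 of 64), where FP of these genes was lower too (-0.23 in each), which WT total RNA libraries cannot bring about. Whether the Ribo-Zero libraries, with their median of 0.22, are off at these genes cannot be told apart from a difference in poly(A) tails between the strains, since no other mutant was sequenced with Ribo-Zero.

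∆TE of asc1-M1X differed between glucose and glycerol in 37 genes in a test of the difference itself. GCN4 was higher in glycerol, and 36 genes were lower, with a median log2 ∆TE of 0.77 in glucose and -0.25 in glycerol over the 33 with values. They include SCW11, with a log2 difference of -2.17 (SE 0.41, adjusted p = 0.0275 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and SHM2, with -1.85 (SE 0.24, adjusted p = 0.00398), and 0 RP or MRP genes. Across 4877 genes, ∆TE in glycerol correlated with that in glucose with r = 0.46. Since 0 libraries of the glycerol experiment were grown in glucose, an effect of the medium cannot be told apart from another difference between the experiments. The number of such genes fell to 10 with median-ratio size factors and rose to 440 with a block for the culture.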

How the results depend on the processing

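The choices behind the values and the alternatives below were set before the data were examined, with the following exceptions, chosen after the results were seen. These are the block for the culture in the set test and in the difference between media, and the simulations with one mutant unchanged. The blocks for rps0bΔ and rps16bΔ and their pairing by column number are also among them. Where a result moved, the cause was not tested unless stated.

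Of 76 counts of genes with changed TE under an alternative, 50 stayed within 1.5 times the count given. With DESeq2's Wald test in place of edgeR's, the counts were 638 in asc1-M1X (all of them among the 997), 35 in asc1-M1X in glycerol and 148 with Ribo-Zero. With all strains of an experiment in one fit, they were 492 in rpl23bΔ, 331 in rpp1aΔ and 19 in rps0bΔ. With at least 10 reads in every library, the difference between media was called in 20 genes, with median-ratio size factors in 10, and with no read minimum in 21, where rps0bΔ had 107. CPM without further scaling raised the share of upward calls by over 10 percentage points in 6 comparisons: to 65.9% from 55.8% in asc1-M1X, to 43.8% from 23.4% in rpl23bΔ, to 55.1% from 33.9% in rpp1aΔ, to 41.5% from 24.6% in rps0bΔ, to 75% from 63.6% in glycerol and to 77.5% from 52.1% with Ribo-Zero. All strains in one fit brought this share to 33.9% in rpl23bΔ, to 0% in rps0bΔ and to 11.1% (from 0%) in rps16bΔ. DESeq2's Wald test brought it to 28.6% in rps16bΔ (2 upward and 5 downward, with 5 of the 7 genes shared) and to 17.8% (from 2.7%) for the difference between media.

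With a replicate block for the culture, which pairs FP and total RNA of one extract, the counts were 1594 in asc1-M1X, 1486 in asc1Δ, 4 in asc1-D109Y, 255 in rpl23bΔ, 1032 in rpp1aΔ (47.1% upward), 572 in glycerol (37.2% upward) and 440 for the difference between media. With a replicate block for the number, they were 1559, 1631, 2 (ADE17 and SHM2), 598 (38.6% upward) and 951 in these 5 strains, 29 in glycerol and 709 with Ribo-Zero. The blocked set test turned the direction for MRP genes in asc1-DE, with an adjusted p of 0.997 (0.976 without the block, and 0.877 to 1 over its settings), as did CPM and a minimum of 10 reads in every library, and changed no call or direction of the other 21 set tests run. Besides these counts, 7 values of named genes passed the threshold under each block and not without it. These were MRP2 and RPL23B in both null mutants, and YML6, ASC1 and RPS0B in asc1Δ. The blocks changed no other call in the tests of TE, the only tests to which they were fitted. For rps0bΔ and rps16bΔ, the replicate block used the numbers in the names of the WT columns, and the counts were 163 and 8 (the 7 and MRX19, YDL183C) with the block for the culture and 229 (35.4% upward) and 7 with that for the number. With these numbers, the deviations of FP and total RNA correlated across genes with r = -0.04 in this WT, 0.12 in rps0bΔ and 0.03 in rps16bΔ, and those of mutant and WT with r from -0.11 to 0.19, so that the data themselves do not show this pairing. Correlations, medians and spreads come from no fit across samples, so no block was added to them. Their ∆TE already pairs each mutant replicate with WT of its number, except in the deletion collection experiment. There, pairing by column number gave SDs of 0.33 and 0.31 in rps0bΔ and 0.44 and 0.24 in rps16bΔ. It gave r with asc1-M1X of 0.05 and -0.01 in rps0bΔ and -0.05 in each replicate of rps16bΔ.

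Of 111 correlations under an alternative, 79 moved by less than the spread between replicates. Separate WT libraries take the shared noise out but leave single replicates, so a lower r cannot be put down to the shared noise alone. With them, r was 0.71 for asc1-M1X and asc1Δ, 0.17 for asc1-D109Y with either null mutant, 0.09 for rpl23bΔ and asc1-M1X, 0.61 for rpl23bΔ and rpp1aΔ and 0.33 for rps0bΔ and rps16bΔ. With all genes and a pseudocount of 1, r was 0.82 for the null mutants, 0.05 and 0.07 for asc1-DE with asc1-M1X and asc1Δ, 0.25 for rpl23bΔ, 0.19 for rpp1aΔ and -0.02 for rps0bΔ with asc1-M1X, 0.75 for poly(A) selection with Ribo-Zero, and 0.68 for FP with total RNA in asc1-M1X. For the last 2, Spearman's rho was 0.78 and 0.63, and a minimum of 10 reads in every library gave 0.83 and 0.72. Across the 2 values that each left out one replicate, r ranged from 0.85 to 0.86 for the null mutants, from 0.04 to 0.09 for asc1-DE and asc1-M1X, from 0.05 to 0.07 for asc1-DE and asc1Δ, from 0.19 to 0.25 for rpl23bΔ, from 0.08 to 0.19 for rpp1aΔ and from -0.07 to -0.04 for rps16bΔ with asc1-M1X, from 0.65 to 0.82 for rpl23bΔ and rpp1aΔ, from 0.35 to 0.62 for rps0bΔ and rps16bΔ, at 0.78 for poly(A) selection with Ribo-Zero, and from 0.70 to 0.72 for FP with total RNA. The 7 simulated values with one mutant unchanged lay between 0.27 and 0.30.

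The spread of ∆TE moved in 14 of 60 cases. With all genes and a pseudocount of 1, which adds genes with few reads, its SD was 0.50 in asc1-M1X, 0.49 in asc1Δ, 0.38 in asc1-D109Y, 0.50 in rpl23bΔ, 0.48 in rpp1aΔ, 0.45 in asc1-DE, rps0bΔ and rps16bΔ, and 0.49 in glycerol and with Ribo-Zero. With at least 10 reads in every library it was 0.21 in asc1-D109Y, 0.34 in rpp1aΔ, 0.29 in asc1-DE and 0.33 in rps0bΔ.

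Of 224 medians of RP and MRP genes under an alternative, 201 kept their direction and side of the threshold within the replicate spread. Counts divided by library size (CPM) without further scaling raise the median log2 change of all genes to 0.15 in FP and 0.11 in total RNA of asc1-M1X, against -0.06 and -0.02. With them, the FP changes of RP genes (-23%) and MRP genes (-14.6%) in asc1-M1X and of RP genes in glycerol (-40.5%) no longer passed the set test, and the direction reversed for MRP genes in asc1-D109Y (2.26%), RP and MRP genes in asc1-DE (2.14% and 3.21%) and MRP genes in rps16bΔ (-2.05%). TMM scaling reversed MRP genes in rps16bΔ to -0.412%. Over the upper part of each set by WT reads, 9 medians passed the set test that had not before: -20.2% for RP and -17% for MRP genes in asc1-M1X, -18.9% and -15.3% in asc1Δ, -15.6% and -15.4% in total RNA of asc1-M1X, 22.6% for RP genes in rpp1aΔ, -49.5% for FP of MRP genes and -33.1% for total RNA of RP genes in glycerol; MRP genes in rps16bΔ reversed to -1.51%. With one replicate left out, the MRP median ranged from -17.2 to -14.9% in asc1-M1X, from -14.6 to -12.2% in asc1Δ, from -7.98 to -5.78% with Ribo-Zero, from -2.23 to -0.347% in asc1-D109Y and from 2.17 to 10.4% in rpl23bΔ.

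The total RNA change of genes with decreased TE was -0.02 with TMM, 0.10 with CPM, 0.03 with the z-score rule, -0.18 with Ribo-Zero, and from -0.06 to -0.04 with one replicate left out, so its sign is not settled. The percentile of these genes in WT TE was 38.9 with the z-score rule, 55.6 in WT of the poly(A)-tailing experiment, 42.5 in WT of the deletion collection, 56.3 with Ribo-Zero, and from 53.1 to 54.2 with one replicate left out.

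For named genes, 235 of 268 values kept their call and size, 14 moved, 15 newly passed the threshold and 4 lost it: BUD9 in asc1Δ and YML6 in asc1-M1X with DESeq2, and RPP1A in asc1-M1X and asc1Δ with all strains in one fit. No value (0) reversed. Not run were the results on ORF length and their alternatives, gene sets by product name, leaving out dubious ORFs, and leaving out the second FP preparations, whose reads are pooled in the counts. Fits with a block were also not run for FP, for total RNA or for the difference between RNA selections. With 2 replicates per group, leaving one out gives values without a test.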

Differences from the paper's values

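None of the tests behind these differences was chosen after the results were seen. The correlation of ∆TE between asc1-M1X and asc1Δ was 0.90, against the paper's about 0.89 in Fig. 1G, read by eye. Of the alternatives set before the data were examined, a minimum of 10 reads in every library gave 0.89, and the rest did not close the gap: Spearman's rho 0.91, TMM scaling, CPM and summed counts 0.90, a pseudocount of 1 over all genes 0.82, one replicate left out 0.85 and 0.86, and separate WT libraries 0.71. The authors' deposited table gives 0.89 over 4589 genes.

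TE of MRP genes decreased by 17% in asc1-M1X and by 15.1% in asc1Δ at the median, against the paper's approximate 20% for both, while Fig. 6D of the paper shows about 17% for asc1-M1X in glucose, read by eye. None of the alternatives set before the data were examined closed the gap, with decreases of 13 to 17.4% in asc1-M1X and of 11.8 to 15.3% in asc1Δ.

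The paper calls the decrease in TE of RP and MRP genes in the null mutants significant by a test across genes. A planned one-sided Mann-Whitney test of that form, by its normal approximation, gave small p values here too, 4.48e-34 and 1.18e-10 in asc1-M1X and 6.19e-32 and 7.56e-10 in asc1Δ, but it counts genes as replicates. In the set test, which takes the correlation between genes into account, it gave adjusted p = 0.0627 and 0.0703 in asc1-M1X and 0.0627 and 0.108 in asc1Δ, and among the alternatives for this test that were set before the data were examined, the upper part of each set by WT reads alone brought these under 0.05 (0.024, 0.0179, 0.0237 and 0.0237).

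The paper places the mRNAs sensitive to loss of Asc1 among those translated most efficiently. The genes with decreased TE in asc1-M1X had a median percentile of WT TE of 52.7, with 35.4% in the highest quartile. RP genes, at 94.6, and MRP genes, at 73.3, were higher. If the statement refers to RP genes, it holds with WT of the main, poly(A)-tailing (79.9) and Ribo-Zero (93.5) experiments, but not with WT of the deletion collection, where RP genes were at 33.8 and MRP genes at 29. None of the alternatives set before the data were examined brought the median into the highest quartile, with percentiles from 38.9 for genes chosen by z-score to 56.3 with Ribo-Zero.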

Other observations

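The test on the correlations of asc1-D109Y below was chosen only after the result was seen.

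∆TE in asc1-D109Y correlated with that in asc1-M1X and asc1Δ, and a part of this correlation comes from the shared WT libraries. With no WT library in common, the lower of the 2 values of r was 0.15 for asc1-M1X and 0.15 for asc1Δ, above 0.043, which is 3 standard errors of r across 4868 genes without a relation. This argues against the shared libraries as the whole cause of the correlation, while genes that vary together make the error larger than that number. The remainder may come from a change in TE that asc1-D109Y shares with the null mutants or from other properties that make genes vary alike, which were not tested.

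RP genes held a similar share of FP reads in WT of each experiment in glucose, 20.3% in the main, 20.6% in the poly(A)-tailing and 20.8% in the deletion collection experiment, but 13.6, 20.1 and 35.4% of total RNA reads, and 13.5% with Ribo-Zero. Their median percentile of WT TE was 94.6 in the main experiment, 79.9 with poly(A) tailing, 33.8 in the deletion collection and 93.5 with Ribo-Zero. No explanation was tested, and comparisons between strains were made within experiments.

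Replicates differed in direction for RP genes in rps0bΔ (-8.62 and 0.732%) and in rps16bΔ (16.4 and -5.81%). In the latter, 7 genes passed the threshold in TE, all downward: RQC2 (YPL009C), LEU3 (YLR451W), LYS14 (YDR034C), IFH1 (YLR223C), GCN4, RPS9A (YPL081W) and RPS22B (YLR367W), named after their values were seen, with log2 ∆TE from -2.27 for IFH1 to -1.05 for RPS9A. In DESeq2's Wald test, 5 of these and 2 other genes, both upward, passed.

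GCN4, named after its value was seen, had a log2 ∆TE of 1.29 in asc1-M1X in glycerol (SE 0.18, adjusted p = 0.0302 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; replicates 1.48 and 1.15), and total RNA of the 22 genes activated by Gcn4 changed by a median log2 of 0.23 (7 of 22 lower, adjusted p = 0.00328 from fry over 10 set tests), the direction expected of more Gcn4. The same genes were also higher in asc1-M1X in glucose. No technical explanation was tested.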
